# CLEAR: coverage-based limiting-cell experiment analysis for RNA-seq

**DOI:** 10.1186/s12967-020-02247-6

**Published:** 2020-02-10

**Authors:** Logan A. Walker, Michael G. Sovic, Chi-Ling Chiang, Eileen Hu, Jiyeon K. Denninger, Xi Chen, Elizabeth D. Kirby, John C. Byrd, Natarajan Muthusamy, Ralf Bundschuh, Pearlly Yan

**Keywords:** Rare cells, Ultralow input, Pre-filtering, RNA-seq, Differential gene expression analysis

## Abstract

**Background:**

Direct cDNA preamplification protocols developed for single-cell RNA-seq have enabled transcriptome profiling of precious clinical samples and rare cell populations without the need for sample pooling or RNA extraction. We term the use of single-cell chemistries for sequencing low numbers of cells limiting-cell RNA-seq (lcRNA-seq). Currently, there is no customized algorithm to select robust/low-noise transcripts from lcRNA-seq data for between-group comparisons.

**Methods:**

Herein, we present CLEAR, a workflow that identifies reliably quantifiable transcripts in lcRNA-seq data for differentially expressed genes (DEG) analysis. Total RNA obtained from primary chronic lymphocytic leukemia (CLL) CD5+ and CD5− cells were used to develop the CLEAR algorithm. Once established, the performance of CLEAR was evaluated with FACS-sorted cells enriched from mouse Dentate Gyrus (DG).

**Results:**

When using CLEAR transcripts vs. using all transcripts in CLL samples, downstream analyses revealed a higher proportion of shared transcripts across three input amounts and improved principal component analysis (PCA) separation of the two cell types. In mouse DG samples, CLEAR identifies noisy transcripts and their removal improves PCA separation of the anticipated cell populations. In addition, CLEAR was applied to two publicly-available datasets to demonstrate its utility in lcRNA-seq data from other institutions. If imputation is applied to limit the effect of missing data points, CLEAR can also be used in large clinical trials and in single cell studies.

**Conclusions:**

lcRNA-seq coupled with CLEAR is widely used in our institution for profiling immune cells (circulating or tissue-infiltrating) for its transcript preservation characteristics. CLEAR fills an important niche in pre-processing lcRNA-seq data to facilitate transcriptome profiling and DEG analysis. We demonstrate the utility of CLEAR in analyzing rare cell populations in clinical samples and in murine neural DG region without sample pooling.

## Background

Deep sequencing of transcriptomes (RNA-seq) provides important insights into biology and disease. Bulk RNA-seq requires hundreds of thousands of cells. The resultant transcriptomic profile therefore represents the average of cells at different transcriptomic states or even different cell types within the same tissues (e.g., infiltrating immune cells or normal cells in tumor samples). With the discovery of new genes and splice junctions in the first single-cell RNA-seq (scRNA-seq) study [1], researchers realized the need to profile single-cell transcriptomes. Coinciding with this intense interest is the development of diverse approaches to perform scRNA-seq, which have been summarized in recent reviews [2–5]. Improvements in reagents that enable full-length transcriptome profiling by direct global amplification at the single-cell level (e.g., SMART-seq [6–8], Quartz-Seq [9], and the ‘Tang’ method [1]) have also enabled direct amplification for the analysis of groups of 10’s–100’s of cells, i.e., limiting-cell RNA-seq (lcRNA-seq).

The advantages of direct amplification are manifold. First, it lowers the barrier in identifying differentially expressed genes (DEGs) in rare cell populations. Until recently, researchers had to pool cells from multiple samples to extract quantifiable amounts of total RNA for library generation. With direct cDNA preamplification, the number of cells required for successful library preparation dropped below 100 cells, a level often achievable from just one sample. Also, quantifying RNA accurately below 250 pg/μL is challenging. Direct cDNA preamplification eliminates this need by using cell counts (e.g., from fluorescence activated cell sorting (FACS) or laser capture) instead of RNA mass to standardize input amounts between experimental groups. Second, direct cDNA preamplification greatly preserves transcript quality by quickly transforming labile RNA into stable cDNA, as degradation associated with extraction can be significant. Third, direct amplification of enriched cells deposited into well-plates allows the incorporation of nanoliter microfluidics to deliver/mix reagents and templates quickly. This further preserves RNA integrity.

Even with these advances, systems noise associated with transcript degradation is inevitable and requires computational solutions, especially if large numbers of replicates are not feasible. Current publications on lcRNA-seq data fall into two categories: cell-pool samples as part of method development or scRNA-seq methodology comparisons [6, 10–12] and ultralow amounts of extracted RNA as input for RNA-seq library preparation [13–15]. Analysis workflows for bulk RNA-seq and scRNA-seq data are distinct as each approach addresses a different research question. The goal of bulk RNA-seq is to identify differences in transcriptomic profiles between treatment groups, whereas the goal of scRNA-seq is to characterize cell subpopulations in tissues or bulk cells. In this regard, the aim of lcRNA-seq experiments is like that of bulk RNA-seq experiments, whereas their data quality (e.g., prevalence of zero count genes or ‘dropout rate’ [10, 16, 17]) is similar to that of scRNA-seq. Therefore, statistical methods often used for between-group comparisons in bulk RNA-seq studies, such as the negative binomial distribution-based test in DESeq2 [18], should not be used for lcRNA-seq data without modifications because they are susceptible to zero-count artifacts. On the other hand, the myriad of tools [19–30] for analyzing scRNA-seq data are tuned to work with high variabilities (e.g., true biological variations in single cells or variabilities due to cDNA preamplification) but require large numbers of replicates not possible in lcRNA-seq studies.

Here, we describe CLEAR, a computational preprocessing approach for between-group comparisons of lcRNA-seq experiments. Designed for low numbers of replicates, CLEAR focuses on identifying robust transcripts with even read coverage for downstream analysis to control for data noise. It examines the noise pattern of individual samples to identify ‘reliably quantifiable’ transcripts for maximal signal and minimal noise. CLEAR transcripts common to replicates across two comparison groups will be used for subsequent analyses. Using a dataset derived from the same RNA stock but at dilutions spanning typical lcRNA-seq inputs, we show that CLEAR greatly improves similarity between results from three input RNA levels. In two public datasets, we demonstrate that the numbers and dispersion patterns of CLEAR transcripts yield a novel way to evaluate library qualities. In an in-house murine neural cell lcRNA-seq study, utilizing CLEAR transcripts significantly improves cell type separations by principal component analysis (PCA) and validations of cell phenotype markers. These case studies demonstrate the value of lcRNA-seq coupled with CLEAR in transcriptomic profiling of tissues found in rare niches and of precious clinical samples.

## Methods

### CLL patient sample acquisition

A chronic lymphocytic leukemia (CLL) patient sample was obtained from the Leukemia Tissue Bank (LTB), a shared resource of the NCI-funded OSU Comprehensive Cancer Center. The sample was obtained following written informed consent in accordance with the Declaration of Helsinki and under a protocol reviewed and approved by the Institutional Review Board of the Ohio State University. The patient had CLL as defined by the IWCLL 2008 criteria. The patient’s white blood cells were isolated by Ficoll density gradient centrifugation (Ficoll-Paque Plus, Amersham Biosciences, Little Chalfont, UK) and samples were banked at − 180 °C in liquid nitrogen. Frozen cells were thawed and washed with RPMI 1640 media (Gibco, Life Technologies, Grand Island, NY, USA) and resuspended at 5 × 10^6^ cells/mL in complete medium containing 10% fetal bovine serum (FBS) (Sigma, St Louis, MO, USA), 2 mM l-glutamine, penicillin (100 U/mL), and streptomycin (100 µg/ mL) (Gibco).

### Animals for neural cell type analysis

All procedures involving animals were approved by the Ohio State Institutional Animal Care and Use Committee in accordance with institutional and national guidelines. Nestin-GFP mice were provided by Grigori Enikolopov at Cold Spring Harbor Laboratory [31]. All mice were housed in a 12 h light–dark cycle with food and water ad libitum. For isolation of the dentate gyrus (DG), adult mice (6–9 week old) were anesthetized with an intraperitoneal injection of ketamine (87.5 mg/kg) and xylazine (12.5 mg/kg) before perfusion with PBS. Following perfusion, the brain was removed and placed in cold Neurobasal A medium (Gibco 10-888-022) on ice. After bisecting the brain along the midsagittal line, the cerebellum and diencephalic structures were removed to expose the hippocampus. Under a dissection microscope (Zeiss), the DG was excised using a beveled syringe needle and placed in ice cold PBS without calcium or magnesium (Gibco 10-010-049). DGs from mice were first mechanically dissociated with sterile scalpel blades and then enzymatically dissociated with a pre-warmed papain (Roche 10108014001)/dispase (Stem Cell Technologies 07913)/DNase (Stem Cell Technologies NC9007308) (PDD) cocktail at 37 °C for 20 min. Afterwards, the tissue was again mechanically disrupted by trituration for 1 min. Dissociated cells were collected by centrifugation at 500 g for 5 min.

### Fluorescence activated cell sorting (FACS)

For the human sample all cells were stained and sorted by FACS Aria (BD Biosciences, San Jose, CA, USA). Live CLL B cells (CD5+ CD19+) and normal B cells (CD5− CD19+) were sorted from the patient sample. Briefly, cells for FACS were resuspended in PBS without calcium/magnesium and filtered through a 35 µm nylon filter and then stained for PE-conjugated CD45 (HI30), PerCp Cy-5.5-conjugated CD19 (HIB19), and Alexa Fluor 700-conjugated CD3 (UCHT1) monoclonal antibodies. Nonviable cells were excluded by the LIVE/DEAD Fixable Near-IR Dead Cell Stain Kit (Life Technologies, Carlsbad, CA, USA). Appropriate fluorescence minus one controls were used to determine nonspecific background staining. Single-cell gates were used to exclude the possibility of doublet cells. The FACS parameter diagrams for this process are available in Additional file 1: Figure S1.

For the Nestin-GFP mouse samples, cells were resuspended in PBS without calcium/magnesium and filtered through a 35 µm nylon filter before staining with the following antibodies: O4-APC (1:100, R&D FAB1326A), O1-eFluor660 (1:100, Thermo Fisher/eBioscience, Pittsburgh, PA, 5065082), GLAST-PE (1:50, Miltenyi Biotec, Bergisch Gladbach, Germany, 130-098-804), CD45-APC (1:100, BD Biosciences, Franklin Lakes, NJ, 561018), CD31-APC (1:100, BD Biosciences, Franklin Lakes, NJ, 561814). Cells were incubated with antibodies on ice for 30 min. During the last 10 min of staining, Hoechst dye (1:10,000, Thermo Fisher, Pittsburgh, PA, 33342) was added for live/dead discrimination. All cells were washed twice following staining and immediately sorted as stem, progenitor, or astrocyte populations based on fluorescent markers with the FACSAria III (BD Biosciences, Franklin Lakes, NJ). CD31, CD45, O1, and O4 negative live cells were designated as stem cells if double positive for GLAST and GFP, progenitors if only GFP positive, and astrocytes if only GLAST positive. For cells in the limited cell number study, 50 cells were sorted into 96 well format plates for downstream lcRNA-seq library generation.

### Total RNA extraction

Total RNA extraction was performed using Trizol reagent (Invitrogen, Carlsbad, CA). Briefly, approximately two million FACS-derived CD5+ and CD5− cells were separately sorted into 1.7 mL microcentrifuge tubes. Excess buffer was removed by centrifugation. Trizol reagent was added to cell pellets and the extraction protocol recommended by Invitrogen was followed. Total RNA was precipitated with 10 μg glycogen (Qiagen, Hilden, Germany). The quality of the total RNA was assessed with the Agilent 2100 Bioanalyzer (Agilent, Inc., Santa Clara, CA) using total RNA Pico chip.

### Library generation and sample sequencing

Total CD5+ and CD5− RNA quantified using the Invitrogen Qubit RNA HS Assay kit (Invitrogen, Carlsbad, CA) was serially diluted to masses characteristic of single- and limiting-cell RNA-Seq (10-, 100-, and 1000-pg). The Clontech SMARTer v4 kit (Takara Bio USA, Inc., Mountain View, CA) was used for global preamplification of these serially diluted samples in triplicate and also for direct global preamplification in FACS-derived murine DG cell types prior to library generation in quadruplicates with the Nextera XT DNA Library Prep Kit (Illumina, Inc., San Diego, CA). Samples were sequenced to a depth of 15–20 million 2 × 150 bp clusters on the Illumina HiSeq 4000 platform (Illumina, Inc., San Diego, CA).

### Publicly available data retrieval

Published data was retrieved in FASTQ format from the following accession numbers: ArrayExpress E-MTAB-2600 [32] (mouse embryonic stem cells from 2i and alternative 2i media) and GSE50856 [14] (SMART-seq samples).

### Data preprocessing, alignment, and quantification

Individual FASTQ files were trimmed for adapter sequences and filtered for a minimum quality score of Q20 using AdapterRemoval v2.2.0 [33]. Preliminary alignment using HISAT2 v2.0.6 [34] was performed to a composite reference of rRNA, mtDNA, and PhiX bacteriophage sequences obtained from NCBI RefSeq [35]. Reads aligning to these references were excluded in subsequent analyses. Primary alignment was performed against the human genome reference GRCh38p7 or mouse genome reference GRCm38p4 using HISAT2. Gene expression values for genes described by the GENCODE [36, 37] Gene Transfer Format (GTF) release 25 (human) or release M14 (mouse) were quantified using the featureCounts tool of the Subread package v1.5.1 [38, 39] in unstranded mode.

### Sequencing and alignment quality control

Quality control was performed using a modification of our custom workflow QuaCRS [40]. In brief, aligned read quality was verified using RNA-SeQC [41] and RSeQC [42]. Parameters evaluated included the exonic rate (the percentage of reads aligning to exons), the intronic rate (the percentage of reads aligning to introns), and the duplication rate (the percentage of reads that were identified as PCR duplicates).

### Coverage profiling

Coverage depths across the aligned reference were calculated with a per-base resolution using the ‘genomecov’ utility of Bedtools v2.27.0 [43] in BedGraph format. It is imperative to utilize ‘split output’ mode to reduce the size of the output BedGraph files. These files are used as input into CLEAR.

### Calculation of transcript μ_i_

For each transcript (*i*) annotated in the NCBI RefSeq (GRCh38 or GRCm38) reference, as sourced from the UCSC Genome Browser [44], CLEAR calculates the transcript’s *μ*_*i*_ parameter. This quantifies the distribution of the positional mean of the read distribution along that transcript between the 5′ (*μ*_*i*_ = −1) and the 3′ (*μ*_*i*_ =+ 1) ends (Eq. 1):

1 $$\mu_{i} = \frac{2}{{L_{\text{transcript}} }}\left( {\frac{{\sum\nolimits_{k = 0}^{{L_{\text{transcript}} - 1}} {\left( {k \cdot d_{k} } \right)} }}{{\sum\nolimits_{k = 0}^{{L_{{t{\text{ranscript}}}} - 1}} {\left( {d_{k} } \right)} }}} \right) - 1$$

where *L*_transcript_ is the length of a given transcript, and *d*_*k*_ is the coverage of exonic locus *k* zero indexed and starting at the transcription start site. In the case that a gene contains multiple isoforms, the longest transcript from the UCSC genome browser is used for the *μ*_*i*_ calculation.

### Determination of analysis-ready CLEAR transcripts

All transcripts quantified by featureCounts are sorted by overall length-normalized expression. Histograms of *μ*_*i*_ values from 250 transcripts each, are collected and fit using the ‘optimize’ module of the Python scipy package, to a double-beta distribution as described by Eq. 2:

2 $$H\left( {\frac{{(1 + x)(1 - \frac{1}{2}(1 + x))^{1 + b} }}{2B(2,2 + b)} + \frac{{(1 + x)^{1 + a} (1 - \frac{1}{2}(1 + x))}}{{2^{1 + a} B(2 + a,2)}}} \right)$$

where *H* is a normalization parameter fixed by the bin sizes, *B(q,p)* is the beta integral of *q* and *p*, and *x* is the bin location. The fitting parameters are *a* and *b*, which are each bounded to be non-negative. A value of 0 for both parameters represents a symmetric distribution and positive values represent progressively bimodal distributions to the positive (*a*), or negative (*b*) direction. These windows are advanced in units of 10 transcripts, reducing computational intensity. Once a window is found where *a* or *b* have a value greater than 2, the software exports transcripts with a measured expression higher than that bin’s value for analysis. For multi-sample comparisons, transcripts are overlapped and only transcripts found in all samples are included for downstream analysis. We note, however, that there is a command line argument available to reduce this requirement to only a subset of samples for investigators interested in a less stringent inclusion criteria.

### CLEAR visualizations

A core component to the quality control of the CLEAR selection process is the visualization of *μ*_*i*_ to confirm that the characteristic bifurcation is observed. Violin plots are produced using code included with CLEAR which utilizes the matplotlib package in Python. Examples of this can be seen in Fig. 2d, Additional file 1: Figures S5A, C.

### DEG comparisons

Differentially expressed genes were called using DESeq2 [18] run on counts tables generated with featureCounts as described above. In all summarization figures, a false discovery rate (FDR) q-value of < 0.05 was used as an inclusion criterion for DEGs.

### Principal component analysis

Principal component analysis (PCA) was utilized to visualize differences between samples. All PCA plots were generated from counts tables that were size-normalized and r-log transformed after CLEAR selection using methods included with DESeq2. Each comparison was processed with the SciKitLearn [45] PCA implementation and plotted using custom scripts in Python.

## Results

### Developing CLEAR

The experimental design for developing CLEAR is presented in Fig. 1a. Our goal is to detect differences between two biological conditions using low input amounts and few replicates. To illustrate the feasibility of this approach in a clinical study, we used total RNA extracted from FACS-derived primary CD5^+^CD19^+^ (CD5+) and CD5^−^CD19^+^ (CD5−) cells from a single chronic lymphocytic leukemia (CLL) patient to establish the workflow and custom analysis. The RNA was diluted to levels found in typical lcRNA-seq projects with three replicates per input mass (10-, 100-, and 1000-pg) and cell type. Although CLEAR is designed to identify robust transcripts in ‘Direct Amplification’ libraries prepared from a few cells, sample inputs used for its development were from extracted RNA and not from cell pools. The overall design rationale is as follows: (1) To track the efficacy of transcripts selected by CLEAR in downstream DESeq2 [18] analysis, the composition of input RNA had to be the same for all dilutions so that the only difference within each cell type was the input amount; (2) The 10- and 100-pg input levels approximate the RNA amount in ~ 5 and ~ 50 immune cells, respectively. Since systems noise from 1000-pg input level is considered acceptable [10], it serves as a ‘gold standard’ to evaluate the 10- and 100-pg transcriptomes.

**Fig. 1:**
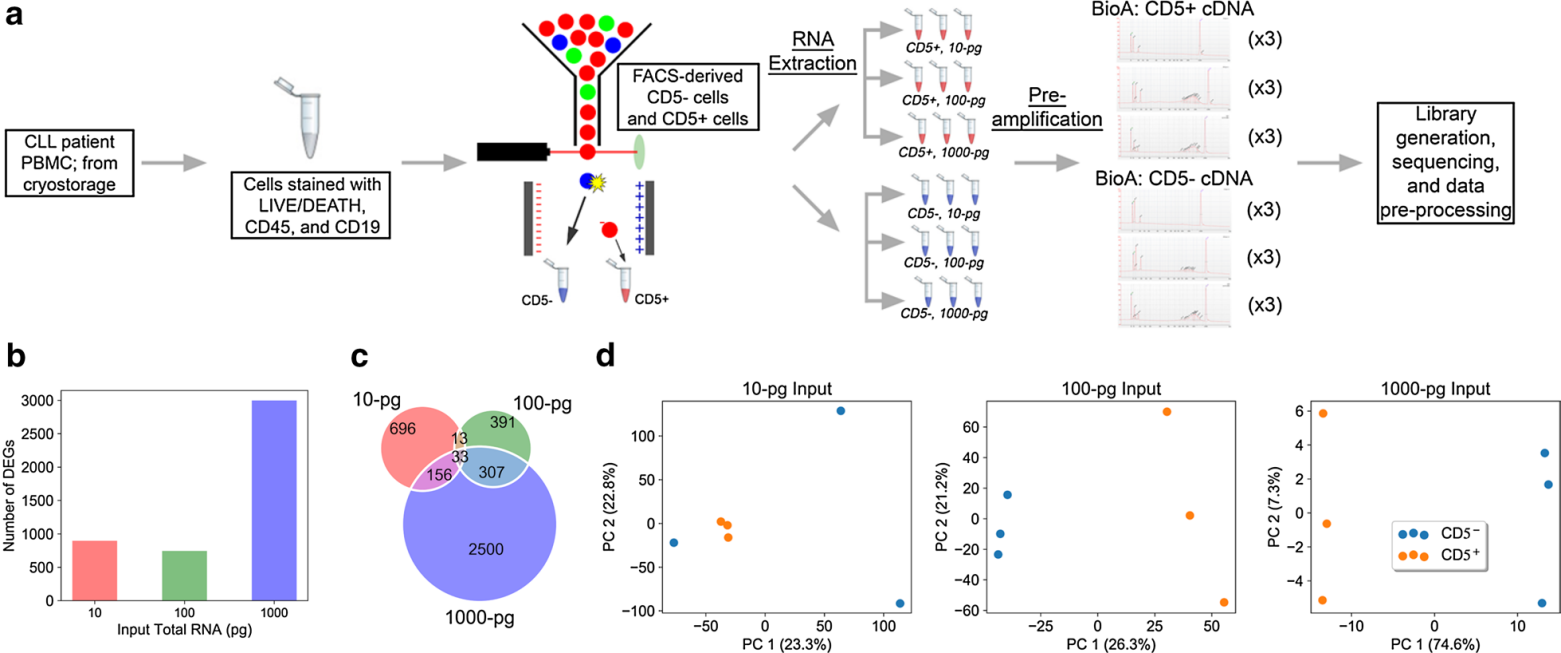
lcRNA-seq analyses between sample groups without application of CLEAR. **a** Workflow for total RNA extraction and QC analysis from FACS-derived CD5+ and CD5− CLL cells as input for lcRNA-seq library generation for the development of CLEAR; **b** the DEG counts as determined by DESeq2. Contrary to expectation, the 10-pg input has more DEGs than the 100-pg input replicates; **c** shared DEGs between the three input groups showing more DEGs that are unique than shared; **d** Unsupervised analysis of CD5+ and CD5− samples by total RNA input amount. PCA reveals sample replicates separated by biological groupings at the 1000- and the 100-pg input level but not at the 10-pg level. *CLL* Chronic lymphocytic leukemia, *PBMC* peripheral blood mononuclear cells, *FACS* fluorescence activated cell sorting, *BioA* agilent bioanalyzer RNA assay, *DEGs* differentially expressed genes, *PC* principal component

### LcRNA-seq data quality from serial dilutions of the same RNA stock strongly depends on input mass and yields dissimilar DEGs when processed with a standard RNA-seq analysis pipeline

Average read depth was 15.5 million clusters, which is typical of bulk mRNA-seq experiments. Post-alignment quality assessment was used to illustrate the effect of input RNA amounts on data quality. As expected, quality parameters correlate inversely with RNA inputs (Additional file 1: Figure S2), with the 10- and 100-pg samples yielding less transcriptomic information than the 1000-pg samples despite having similar sequencing depths.

To examine the effect of technical noise associated with lcRNA-seq experiments, we performed DEG analysis using a standard bulk cell RNA-seq workflow on the 10-, 100- and 1000-pg replicates without consideration of noise structure from signal dropouts and RNA degradation. As expected, the overall transcript variabilities, depicted in Additional file 1: Figure S3 as scatterplots between replicates of the two cell types, were highest in the 10-pg input RNA replicates. Within all samples, variabilities were highest in the low- to medium-expressed transcripts while the expression profiles converged at high-expressed transcripts.

Next, we performed DEG analysis using DESeq2 workflow without modifications [18]. DEG counts for the CD5+ vs. CD5− comparison were: 1000-pg: 2996, 100-pg: 744, and 10-pg: 898 (Fig. 1b). This outcome is unexpected as the statistical power to discern DEGs should increase with increasing RNA input mass. Of the DEGs identified between the two cell types, few were shared between any two input levels (Fig. 1c). This is also unexpected because the three input levels were diluted from the same RNA extraction stocks. In Fig. 1d, we present PCA plots for cell type comparisons at the three input levels. At the 10-pg input amount, the gene expression profiles from the three CD5− replicates were vastly different from each other resulting in no separation between the cell types along either Principal Component 1 (PC1) or PC2. At the 100- and 1000-pg levels, the transcriptome profiles distinguished the two cell types, with PC1 accounting for 26.3% and 74.6% of the variance, respectively.

Taken together, the transcriptome profiles, the DEG dissimilarities and quantities, and the inconclusive PCA outcome reveal a high degree of systems noise at the 10-pg input level. Though systems noise was reduced at the 100- and 1000-pg input amounts, they still shared relatively few DEGs between them. As such, lcRNA-seq data clearly require custom analysis to control for systems noise.

### Individual gene coverage profiles can guide selection of robust and reliably quantifiable transcripts in high noise conditions

It is known that systems noise associated with lcRNA-seq data are highest in lowly-expressed transcripts and manifested as large numbers of duplicated reads piling up in section(s) of these transcripts [14, 46]. As our aim is to provide a DEG analysis workflow for studies/samples with degraded RNA (e.g., multi-step cell-type enrichment from stored samples), low RNA content (e.g., < 100 immune cells), and few replicates, we elect to identify reliable transcripts in each replicate within each experimental group for between-group comparisons. The CLEAR workflow is presented in Fig. 2a and in “Methods”.

**Fig. 2:**
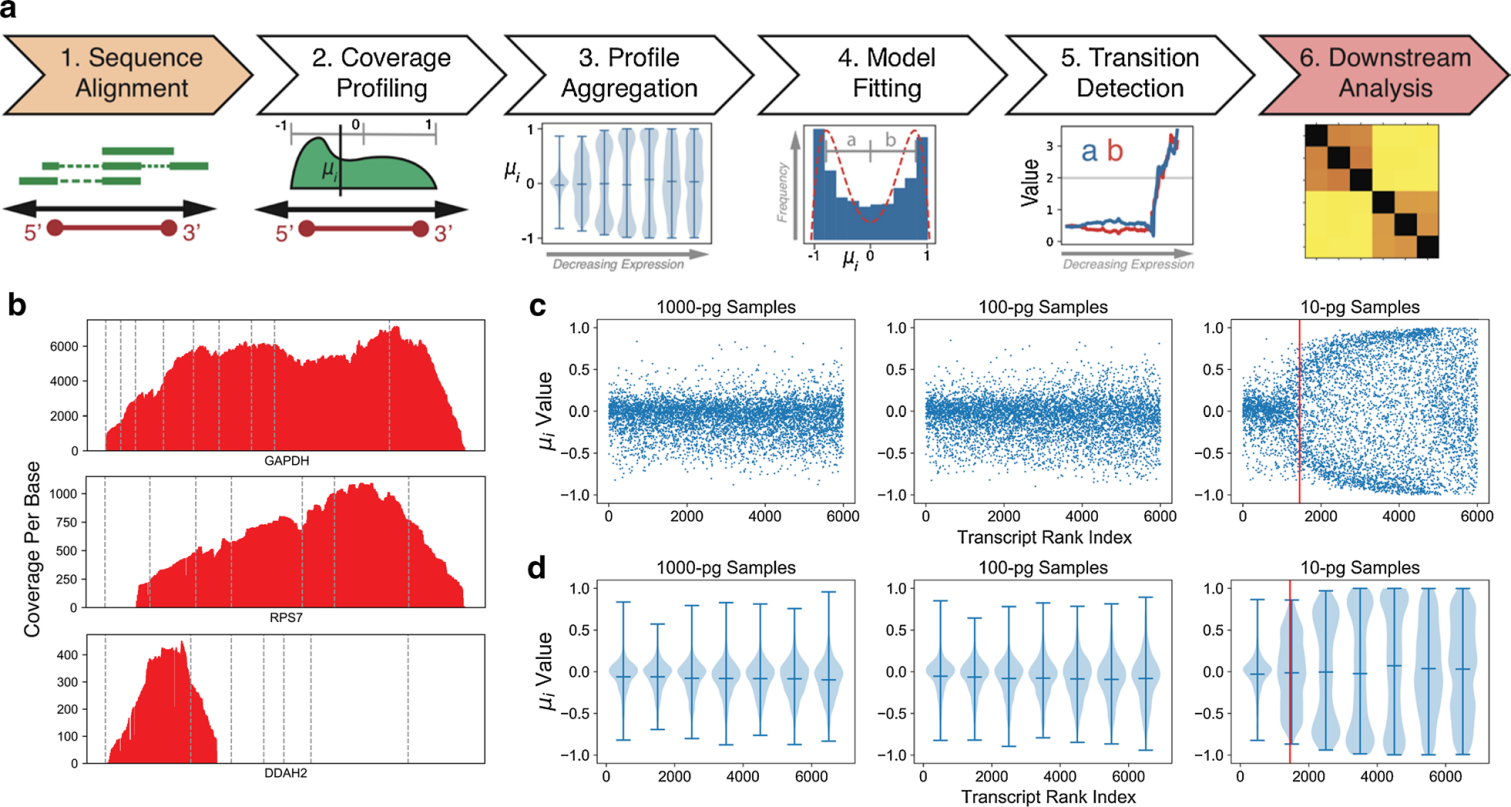
CLEAR Workflow: bin-based coverage analysis by transcript expression. **a** Data analysis workflow using CLEAR to preprocess lcRNA-seq data. Step 1: Trimmed lcRNA-seq reads are aligned to the reference genome; Step 2: μ_i_, the mean of the positional distribution of aligned reads along each individual transcript, is determined; Step 3: Transcript positional means, μ_i_, (y-axis) are ranked and then binned by the transcript read coverage (x-axis). When μ_i_ of a bin is ≈ 0, the read distribution is symmetrical along the length of the transcript. When μ_i_ within a bin develops a bimodal distribution with a mode toward + 1 (TTS) and − 1 (TSS), its values will deviate from 0; Step 4: All available transcripts, binned into groups of 250 are fitted to a bimodal distribution model. The emergence of a bimodal distribution identifies when aggregate μ_i_ start to deviate from a unimodal distribution around the center of the transcripts, indicated by a change in the fitting parameters a and b; Step 5: When either of the model parameters exceed a value of 2 (indicated by a gray line), transcripts beyond that point are excluded by CLEAR for differential gene expression and other downstream analysis; Step 6: CLEAR transcripts are used in downstream between-group analyses such as hierarchical clustering; **b** example lcRNA-seq read coverage plots. Read coverage plot for GAPDH depicts a transcript with μ_i_ ~ 0, RPS7 depicts a transcript close to the CLEAR cutoff, while DDAH2 depicts a transcript deemed too noisy by CLEAR; **c** CLEAR profiles for 10-, 100- and 1000-pg input mass lcRNA-seq data. The value of μ_i_ is plotted for the 7000 highest expressed primary transcripts for three representative samples. The red line depicts the CLEAR filtering threshold; **d** violin plots of the same data as shown in **c**. The end marks indicate the window extrema and the middle bar indicates the mean

In Fig. 2b, we illustrate CLEAR transcript evaluation using coverage profiles from three genes in a 10-pg CD5+ sample. The first, GAPDH, is a highly-expressed housekeeping gene. This group of genes has uniform 5′ to 3′ read coverage, similar to coverage profiles in bulk RNA-seq. The second gene, RPS7, is in the last accepted CLEAR transcript bin. At this point, coverage profiles switch from an acceptable unimodality centering at the middle of the transcript to an unacceptable amount of bi-modality with region(s) of read pile-ups and region(s) with low/no coverage. Lastly, DDAH2 is below the CLEAR threshold. Here, the profile is dominated by regions with drastically different coverage. These profiles are prone to erroneous gene expression quantifications and false DEGs.

To illustrate this change in coverage profile associated with transcript integrity, we plot the coverage profile mean μ_i_ from CD5+ samples (one replicate per input level) in Fig. 2c, d as scatter- and violin plots, respectively. The 100- and 1000-pg samples have even read distributions (μ_i_ ≈ 0) for the 6000 highest expressed transcripts while the 10-pg transcripts experience unevenness distributions after the 2,000^th^ highest expressed transcript. The red line signifies the transition of transcripts passing CLEAR to transcripts too noisy for DEG analysis. Due to higher input amounts in the 100- and 1000-pg samples, their acceptable-to-unacceptable transitions occur at lower expression levels not shown in the plots (see discussion below).

### CLEAR selection increases shared DEGs between CD5+ and CD5− samples at all RNA input levels and improves cell type separation at the 10-pg level

Earlier in this report (Fig. 1b–d; Additional file 1: Figure S3), we presented the impact of systems noise associated with lcRNA-seq libraries. In Fig. 3 and Additional file 1: Figures S4, S5, we present evidence for the transformative power of removing noisy transcripts from lcRNA-seq DEG analysis. First, we examine the impact of CLEAR on the number of robust transcripts per input level. The red histogram (Fig. 3a, *right* plot) shows 12,246 shared transcripts passing CLEAR in all 1000-pg samples (three replicates/cell type). The number drops to 4983 for the 100-pg samples and to 306 for the 10-pg samples. The high number of shared CLEAR transcripts among the 100- and 1000-pg samples signifies low system noise, while few CLEAR transcripts are shared among the 10-pg samples. This highlights that input amounts ≤ 5 cells are susceptible to systems noise. The same trends are observed when the shared CLEAR transcripts are investigated separately by cell type (Additional file 1: Figure S4).

**Fig. 3:**
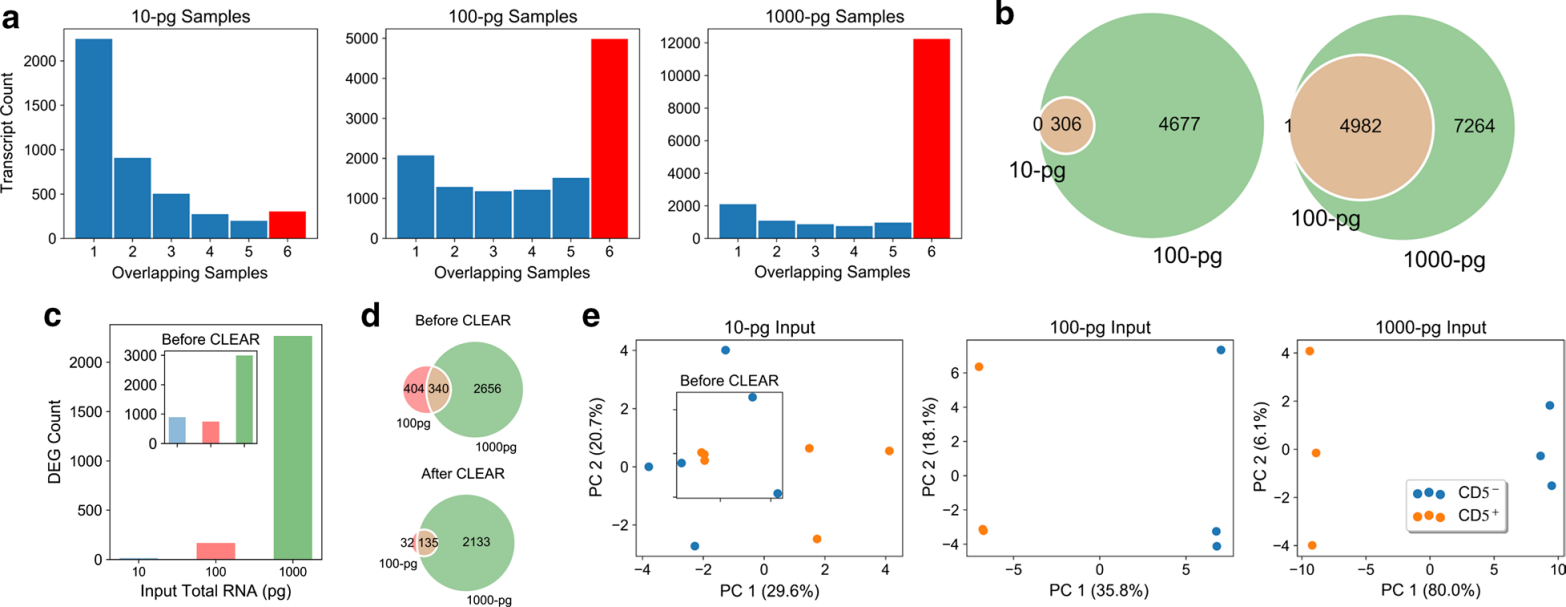
lcRNA-seq analyses between sample groups after application of CLEAR. **a** CLEAR transcripts shared between samples of each input mass group. The red bars depict the number of CLEAR transcripts found in all 6 samples (replicates in both CD5+ and CD5− groups); **b***Left*: CLEAR transcripts overlap between 10-pg and 100-pg input mass samples; *Right*: CLEAR transcripts overlap between 100-pg and 1000-pg input mass samples; **c** DEG counts between CD5+ vs. CD5− cell types using only the shared CLEAR transcripts. The inset shows the data from Fig. 1b without the application of CLEAR; **d***Bottom:* Overlap of DEGs from the 100-pg and 1000-pg inputs (*top* repeats data from Fig. 1c without CLEAR); **e** PCA plots separating CD5+ and CD5− groups for all input masses using only CLEAR transcripts (inset repeats data from Fig. 1d without CLEAR). *PC* principal component

The effects of CLEAR on replicate-to-replicate comparisons are presented in Additional file 1: Figure S5. The main takeaway is that CLEAR removes a large number of lowly-expressed transcripts from the 10-pg samples leaving highly-expressed transcripts for downstream analyses. The amount of retained transcripts increases with increasing RNA input. For the 1000-pg samples, we observe transcripts from the entire transcription range passing CLEAR. This supports ours and others’ postulation [10] that the molecular complexity in 1 ng RNA approaches that found in bulk RNA-seq. We note subtle differences between each comparison pair, illustrating that CLEAR assesses samples independently to derive non-static cutoff values.

The Venn diagrams in Fig. 3b show the overlaps of CLEAR transcripts (depicted by the red bars in Fig. 3a) common to all 6 samples (3 replicates/cell type) per input level. With CLEAR successfully excluding noisy transcripts from these lcRNA-seq data, nearly all of the shared CLEAR transcripts at each input level are contained in the shared CLEAR transcripts at the respective higher input level.

Similarly, CLEAR pre-selection positively impacts the DEG analysis between cell types (Fig. 3c, d). In contrast to using all transcripts (Fig. 1b; also Fig. 3c *inset*), DEGs are now lowest (n = 3) in the 10-pg comparison, intermediate (n = 189) in the 100-pg comparison, and largest (n = 2826) in the 1000-pg comparison. This trend is expected as power to detect DEGs increases with increasing RNA input. Also, CLEAR pre-selection alters the DEG overlap shown in Fig. 1c. When only CLEAR transcripts are used (*bottom* Fig. 3d), the 3 DEGs at the 10-pg inputs are: CD69 (found in all comparisons); SRSF11 (also found in the 1000-pg comparison); and HINT1 (only found in the 10-pg comparison). Of the 189 DEGs at the 100-pg input level, 135 are shared with the 1000-pg input. These overlaps far exceed DEGs derived from all transcripts (Fig. 1c and *top* Fig. 3d).

Finally, applying CLEAR also improves PCA segregation of cell types (Fig. 3e). In contrast to results from data without CLEAR selection (Fig. 1d), the CD5+ replicates are now separated from the CD5− replicates along PC1 at all input levels (Fig. 3e) and not just the 100- and 1000-pg levels (Fig. 1d).

To conclude, we remind readers that the dilution samples were prepared from the same RNA stock, the library generation was performed using the same reagents, by the same scientist, at the same time, and sequenced on the same flow cell. The dramatic differences in data quality observed in Fig. 2c, d are mainly associated with the input RNA amount. While the traditional analysis shown in Fig. 1 is severely hampered by the amount of systems noise in lcRNA-seq data, implementation of CLEAR results in overlapping and convergent DEGs at all input levels.

### The number of CLEAR transcripts correlates with authors’ quality measures in public scRNA-seq data

To evaluate CLEAR’s utility in identifying robust transcripts in published ultralow-input full-length RNA-seq data, we selected an scRNA-seq dataset based on the Fluidigm/SMART-seq approach. Ilicic et al. [25] provided detailed quality characteristics on captured single cells. We selected the mouse embryonic stem cells (576 cells grown in 2i or alternative 2i media) to compare CLEAR’s assessments of the captured cells vs. the authors’ quality calls of ‘Good’ and ‘Empty/No capture’. In Additional file 1: Figure S6A, we present violin plots illustrating μ_i_ from scRNA-seq data from a ‘Good’ cell. We note that the coverage bifurcations observed in our lcRNA-seq data are also observed in the scRNA-seq data. In Additional file 1: Figure S6B, we provide CLEAR transcript count distributions in the two quality-groups. For the 521 ‘Good’ cells, they have similar CLEAR transcript counts with mean of 4098. The ‘Empty’ cells, however, have widespread CLEAR transcript counts with mean at 651 and with 10 of 15 cells having 0. As depicted, the mean value is skewed by two outliers, potentially due to ambient RNA from burst cells prior to imaging.

### CLEAR transcript numbers are similar between studies with similar input RNA mass

Next, we applied CLEAR to SMART-Seq data from Bhargava et al. [14] prepared from serial dilution (25-, 50-, 100- and 1000-pg) of polyA-selected mRNA from control and Activin A-treated mouse embryonic stem cells. Again, we note that the read coverage bifurcations observed in our lcRNA-seq data also occurred here (Additional file 1: Figure S6C). Additional file 1: Figure S6D presents CLEAR transcript counts for the four samples (control and treated groups, two replicates each) at all input levels. As expected, CLEAR transcript counts increase with increasing mRNA inputs. When comparing CLEAR transcript counts in the Bhargava et al. [14] data to our CD5+/CD5− data, it is important to note that different input material was used (polyA-selected mRNA in the former and total RNA in the latter) and associated differences in sample preparation chemistry. To that end, we apply a conservative adjustment factor of 10 [47] between total RNA and mRNA. As such, our 1000-pg total RNA ‘gold standard level’ is comparable to Bhargava et al.’s [14] 100-pg mRNA input. Indeed, the Bhargava et al. [14] 100-pg mRNA libraries produced from Activin A stimulated cells had similar shared CLEAR transcript counts (mean, 14,940) to our 1000-pg CD5+/CD5− replicates (mean, 14,717). It is worth noting, however, that the unstimulated control samples from the Bhargava study produced noticeably fewer CLEAR transcripts (mean, 6735), demonstrating the ability of CLEAR to distinguish active- and quiescent state between samples. At the intermediate input level of 100-pg total RNA, the closest corresponding level for the Bhargava et al. [14] study would be 10-pg mRNA. Since their lowest input level was 25-pg, it makes sense that their average CLEAR transcript counts of 6408 are similar to our average transcript counts of 8420 at 100-pg input. Due to the much higher RNA input amount, the data in the Bhargava et al. [14] study was not challenging enough to highlight CLEAR’s ability to improve DEG and PCA analyses between the two biological groups, in agreement with the authors’ original assessment that standard differential expression methods could be applied.

### CLEAR improves group separation of murine neural cell types and recapitulates genes known to be differentially expressed between them

To demonstrate the applicability of CLEAR in a biological system, we applied it to lcRNA-seq data derived from three cell types in murine hippocampal dentate gyrus (DG), a highly-studied neurogenic niche associated with memory and cognitive function [48]. This region is of particular interest because resident stem and glial cells show robust morphological and proteomic responses to a variety of injuries such as trauma and seizures [49, 50]. However, the stem cells and local glial populations are small cell populations embedded in a heterogeneous niche making them perfect candidates for FACS-derived lcRNA-seq analysis.

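Dentate gyri were taken from mice of 6 to 9 weeks that carry a Nestin-GFP reporter, which labels neural stem cells and progenitors with green fluorescent protein. Cells were sorted by this reporter and by GLAST, a glutamate transporter found on astrocytes and stem cells and encoded by Slc1a3. Each library came from 50 sorted cells, with 4 libraries of astrocytes, 4 of progenitors and 4 of stem cells. The cDNA was preamplified with the SMARTer v4 kit before Nextera XT libraries were made. The paper's text names no molecular identifiers for these libraries, so amplified copies of 1 molecule were counted separately, and every interval or floor given for a count covers counting error only. The authors excluded reads from ribosomal RNA, mitochondrial DNA and PhiX, aligned the remaining reads to GRCm38p4 with HISAT2 and counted them on GENCODE M14 genes with featureCounts, without regard to strand. The deposited values are these raw counts for 50600 genes, of which 28849 had at least 1 count in some library. The paper states a sequencing depth of 15000000 to 20000000 clusters, while the totals used here are the counts on genes. These totals ranged from 5357232 to 6253680 in astrocytes (median 5886807.5), from 9041498 to 12535028 in progenitors (median 9861713) and from 5031166 to 10435711 in stem cells (median 8200033). A floor of 3 counts corresponded to between 0.239 and 0.596 CPM (counts per 1000000 counts on genes, scaled by TMM factors where a gene is given). No pair of libraries of one cell type held the same values, and their counts differed by far more than sampling noise, with a chi-square per degree of freedom of at least 52.5. In the count table, the stem cell columns carry replicate numbers 1 to 4, whereas the astrocyte and progenitor columns carry none and are called a to d.
Counts were normalized by edgeR's TMM method. Each pair of cell types was compared with edgeR's quasi-likelihood test on its own 8 libraries, over genes with at least 10 counts in at least 4 of them. This left 14806 genes for astrocytes against progenitors, 15427 for progenitors against stem cells and 12831 for astrocytes against stem cells. Adjusted p-values are Benjamini-Hochberg values over these genes, with a threshold of 0.05. Standard errors were obtained as the size of the log2 fold change divided by the square root of the test's F statistic. Single measures were compared with two-sided exact permutation tests, in which 4 libraries against 4 give a p-value of 0.029 at the smallest. CLEAR selects transcripts by the coverage along their bases, which counts do not hold. Filters on counts therefore stood in for it, such as at least 10 counts in every library compared.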

The study schematics are shown in Fig. 4a and the CLEAR transcript counts in Fig. 4b. 

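Genes with at least 10 counts numbered 16619.5 ± 274 (SD, n = 4) in progenitors, 13688 ± 344 (SD, n = 4) in stem cells and 10839 ± 975 (SD, n = 4) in astrocytes. Progenitors exceeded stem cells by 2932 genes, while astrocytes had a difference of -2849 genes from stem cells and of -5781 genes from progenitors. No library of one cell type overlapped with those of another (exact permutation test, p = 0.029 for each comparison). Total counts differed as well, since every progenitor library was larger than every astrocyte library. After rarefying all libraries to 5031166 counts, the expected number of genes with at least 1 count was 19264 ± 127 (SD, n = 4) in progenitors, 16390.5 ± 412 (SD, n = 4) in stem cells and 15017 ± 885 (SD, n = 4) in astrocytes. The groups again did not overlap (exact permutation test, p = 0.029 for each comparison). Counting genes with at least 10 CPM moved the astrocyte to progenitor difference most, to -3274 genes. The order of the cell types was the same with that threshold and with 1 count.

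**Figure D1:**
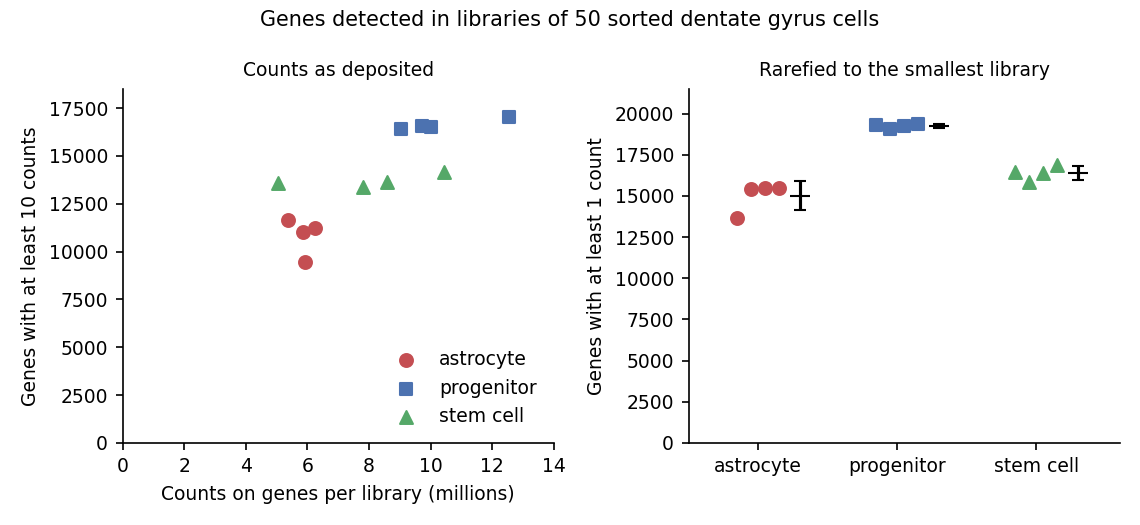
Genes detected in the 12 libraries of 50 sorted cells. The left panel plots genes with at least 10 counts against total counts (astrocytes lowest, at 9430 to 11655 genes), and the right panel plots genes with at least 1 count after rarefying to 5031166 counts (points, libraries; black marks, mean and SD, n = 4).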

The data reveal that neural progenitor cells had the highest number of CLEAR transcripts, followed by neural stem cells and then astrocytes. While this trend may reflect differences in cell size and RNA content, it may also reveal the tolerance of each cell type toward cell dissociation and enrichment conditions used. For example, astrocytes possess a complex branching of fine processes extending from their cell body that could be damaged during the mechanical dissociation and flow sorting. Furthermore, they are intrinsically reactive to changes in the external environment [51] such as the chemical dissociation step and the FACS media required by the Clontech SMARTer kit (phosphate-buffered saline devoid of fetal bovine serum, Ca^2+^, and Mg^2+^).

**Fig. 4:**
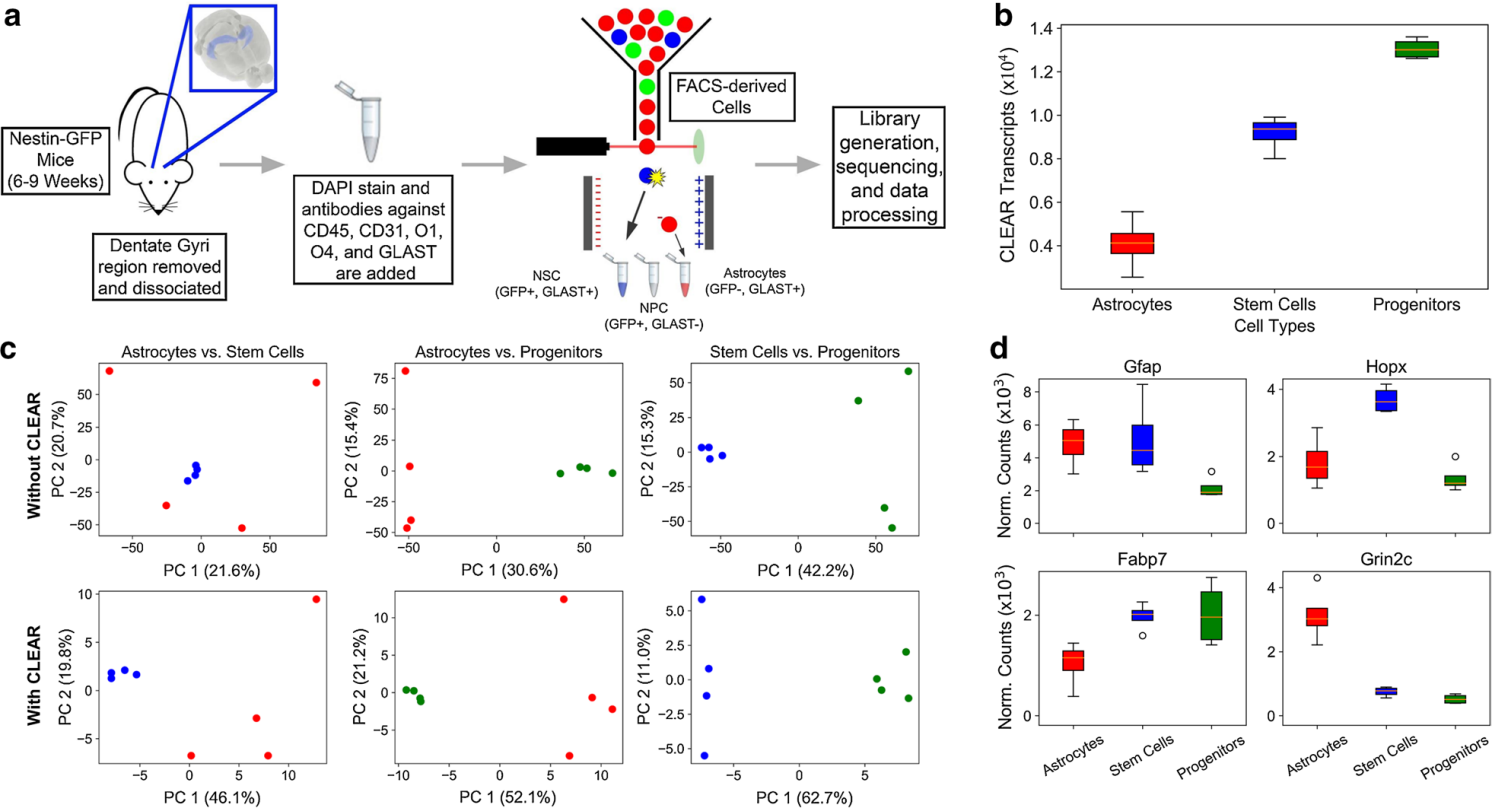
Application of CLEAR to a mouse neural lcRNA-seq experiment. **a** Schematic of cell isolation and preparation for sequencing. The dentate gyri of Nestin-GFP mice were microdissected and dissociated into a single cell suspension. Cells were labeled with fluorescently conjugated antibodies against markers for specific populations of cells present in the hippocampus. GFP+ GLAST+ stem cells, GFP+ GLAST− progenitor cells and GFP-GLAST+ astrocytes were isolated from live cells that were negative for microglial, oligodendroglial and endothelial markers. SMART-seq libraries were generated from these sorted cells; **b** The means and ranges of CLEAR transcripts from each cell type (4 biological replicates per group). All groups are significantly different when compared using a *t* test (p < 0.01); **c** PCA analyses by murine neuronal cell types. *Top Panels:* PCA plots using all available transcripts; *Bottom Panels:* PCA plots using only CLEAR transcripts; **d** Normalized DESeq2 transcript counts for 4 genes that pass CLEAR and are known to be differentially expressed in murine neural stem cells, progenitors and astrocytes are used to confirm the identity of the cell populations derived from the staining and FACS strategies used to enrich these three cell populations. Boxplots: orange line, mean CLEAR transcripts for four biological replicates per neural cell type; whiskers: displaying 1.5× the inter-quartile range (IQR) beyond the first and the third quartiles; circles: outliers. *FACS* fluorescence activated cell sorting, *PC* principal component

Despite suboptimal cDNA quality from the astrocytes, the application of CLEAR greatly enhanced cell-type separations when compared to using all available transcripts (Fig. 4c). 

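Libraries of 1 cell type were compared in pairs, across the genes counted in any library. Genes are not independent replicates, so these correlations are descriptions. Spearman's rho had a median of 0.684 over the 6 pairs of astrocyte libraries (range 0.667 to 0.715), against 0.839 in stem cells (range 0.823 to 0.857) and 0.876 in progenitors (range 0.873 to 0.887). Among genes with at least 50 counts in either library of a pair, the percentage without a count in the other library had a median of 13.6% in astrocytes, 6.38% in stem cells and 4.47% in progenitors. The common biological coefficient of variation estimated by edgeR was 0.815 in astrocytes, 0.532 in stem cells and 0.443 in progenitors. The 30 highest genes of each library took 23.3% ± 2.71 (SD, n = 4) of the counts in astrocytes, 24.7% ± 0.942 (SD, n = 4) in stem cells and 12.6% ± 0.754 (SD, n = 4) in progenitors. This share was higher in astrocytes and stem cells than in progenitors (exact permutation test, p = 0.029 for both), whereas the difference of -1.36 percentage points between astrocytes and stem cells lay within the spread of the libraries (exact permutation test, p = 0.429). With the 100 highest genes in place of 30, the difference between astrocytes and stem cells was -2.22 percentage points (exact permutation test, p = 0.143).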

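Principal component analysis was run on rlog values from DESeq2 for all genes with at least 1 count in the 8 libraries of a pair of cell types. Separation was measured as the mean silhouette width of cell type on PC1 and PC2, which is 1 for tight, distant groups and 0 for groups that lie no nearer to themselves than to each other. For progenitors and stem cells, 26218 genes gave a silhouette of 0.688, with 37.5% of the variance on PC1 and 15.4% on PC2. For astrocytes and stem cells, 25727 genes gave a silhouette of 0.379, with 23.3% of the variance on PC1 and 18.2% on PC2. Both exceeded every other split of their 8 libraries into 4 and 4 (one-sided exact permutation test over 35 splits, p = 0.029), and in both the 2 cell types did not overlap on PC1. Restricting the genes to the 500 of highest variance changed the astrocyte and stem cell silhouette most, to 0.232, and the groups then overlapped on PC1. For progenitors and stem cells, the same restriction gave 0.752.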

When all transcripts were used, PCA plots show clear separation between stem cells and progenitors (third panel on *top*), but the lower transcript quality in astrocytes renders the discrimination between astrocytes and stem cells unclear (first panel on *top*). The astrocyte transcript quality does not impact its separation from the progenitors due to large differences in transcript profiles between these two cell types (second panel on *top*). 

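For astrocytes and progenitors, 27810 genes gave a silhouette of 0.680 (one-sided exact permutation test, p = 0.029). PC1 took 31.9% of the variance and PC2 16.8%, with no overlap of the cell types on PC1. With the 500 genes of highest variance, the silhouette was 0.266 and the cell types overlapped on PC1. On log2(CPM + 1) values it was 0.690.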

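With only the genes that had at least 10 counts in each of the 8 libraries, the silhouette for astrocytes and stem cells was 0.425 over 5662 genes, with 31.9% of the variance on PC1 and 21.2% on PC2. Stricter filters raised it further, to 0.532 with the 2608 genes that had at least 100 counts in every library and to 0.560 with the 1189 genes among the 4000 highest of every library. For astrocytes and progenitors, the filter at 10 counts gave 0.576 over 5862 genes, the filter at 100 counts 0.643 and the 4000 highest genes 0.638. For progenitors and stem cells, the corresponding silhouettes were 0.634 over 9773 genes, 0.646 and 0.689. With all libraries kept, the cell types did not overlap on PC1 under any of these filters. Each silhouette exceeded those of all other splits (one-sided exact permutation test, p = 0.029 for each). At 10 counts, astrocyte library a lay far from the rest on PC1. For astrocytes and stem cells it was at -66.53, the other astrocyte libraries at -3.25 to 10.63 and stem cells at 11.78 to 17.22. For astrocytes and progenitors the values were -57.34, -18.34 to -1.33 and 21.08 to 25.19. The rise for astrocytes and stem cells at 10 counts depended on the measure. On PC1 alone the silhouette went from 0.450 on all genes to 0.251, and on log2(CPM + 1) values from 0.450 to 0.414, whereas with the 500 genes of highest variance it went from 0.232 to 0.373. Sets of genes drawn at random from the rlog values of all genes, as many as passed each filter, were compared with the passing genes on those same values. For astrocytes and stem cells, 15 of 100 random sets had a silhouette as large as the genes with at least 10 counts, and none of 100 reached the value of the genes with at least 100 counts (largest random silhouette 0.472 against 0.548) or of the 4000 highest genes (0.492 against 0.584). For astrocytes and progenitors, 100, 20 and 3 of 100 random sets were as large under the 3 filters, and for progenitors and stem cells 100, 100 and 22.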

Upon application of CLEAR, astrocytes and stem cells become well separated (first panel on *bottom*) while retaining separation between astrocytes and progenitors (second panel on *bottom*).

Genes known to be differentially expressed in the three cell types (Table 1) are used to confirm the efficacy of the enrichment strategies and of the CLEAR analysis. 

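Counts of marker genes of Table 1 and of Sox2 were set against a minimum of 10 counts in every library, as a stand-in for CLEAR. In all 12 libraries, 7 genes met this minimum, namely Gfap, Hopx, Fabp7, Grin2c, Sox9, Id4 and Sox2. Pcna met it in progenitors and stem cells. Neurod1, Dcx, Mcm2 and Eomes met it only in progenitors, and Nes and Neurog2 met it in none of the 3 cell types. Under the stricter filter of the 4000 highest genes, 4 genes passed in all 12 libraries, namely Gfap, Hopx, Grin2c and Sox9.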

Of the transcripts listed in Table 1, only four shown in the top section and in Fig. 4d passed CLEAR in all three cell types; several others pass in only two cell types, allowing differential expression only between those two. Genes that failed CLEAR are presented in Additional file 1: Figure S7. Glial fibrillary acidic protein (Gfap) and SRY-Box 9 (Sox9) are known to be higher in astrocytes and stem cells than in progenitors, which we also found (q < 0.01 and 0.0001, respectively). 

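Gfap (ENSMUSG00000020932.14) encodes an intermediate filament of astrocytes and lies on chromosome 11 of GRCm38 from 102887336 to 102900912, on the reverse strand; positions here and for the other genes follow GENCODE M21. Its level was 696 ± 217 CPM (SD, n = 4) in astrocytes, 759 ± 353 CPM (SD, n = 4) in stem cells and 309 ± 94.6 CPM (SD, n = 4) in progenitors. Between progenitors and stem cells the log2 fold change was -1.32 (standard error 0.33, adjusted p = 0.035 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between astrocytes and progenitors it was 1.15 (standard error 0.34, adjusted p = 0.065 from the same edgeR test with Benjamini-Hochberg adjustment), and over the alternatives that keep all libraries the adjusted p ranged from 0.048 with DESeq2-type size factors to 0.21. With a library left out it ranged from 0.021 to 0.18, with calls in 2 of the 8 fits. Of the alternatives that keep all libraries, the 4000 highest genes moved the log2 fold change most, to 0.59. The call between progenitors and stem cells held in 3 of the 8 fits that each left out a library. Astrocytes and stem cells differed by -0.13 (standard error 0.36), less than the spread between libraries.
Sox9 (ENSMUSG00000000567.5), a transcription factor gene on chromosome 11 from 112782224 to 112787760 on the forward strand, had 198 ± 70.7 CPM (SD, n = 4) in astrocytes, 330 ± 73.9 CPM (SD, n = 4) in stem cells and 98.2 ± 9.18 CPM (SD, n = 4) in progenitors. The log2 fold change was -1.77 between progenitors and stem cells (standard error 0.20, adjusted p = 0.001 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and kept an adjusted p under the threshold with each library left out. It was 0.99 between astrocytes and progenitors (standard error 0.39, adjusted p = 0.18 from the same edgeR test with Benjamini-Hochberg adjustment), although every astrocyte library was above every progenitor library (exact permutation test, p = 0.029). Adjusted over the 15 marker genes alone, the p-values between astrocytes and progenitors were 0.016 for Gfap and 0.06 for Sox9 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).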

Glutamate ionotropic receptor NMDA type subunit 2C (Grin2c) and HOP homeobox (Hopx) are known to be different between stem cells and astrocytes, with Hopx higher in stem cells and Grin2c higher in astrocytes. 

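Hopx (ENSMUSG00000059325.14) lies on chromosome 5 of GRCm38 from 77086988 to 77115121 on the reverse strand. The gene Hopxos on the opposite strand overlaps 27.2% of its exonic bases, and since strand was not used in counting, its counts are uncertain to that extent. Hopx was at 545 ± 57 CPM (SD, n = 4) in stem cells and 259 ± 110 CPM (SD, n = 4) in astrocytes. The log2 fold change of astrocytes over stem cells was -1.09 (standard error 0.34, adjusted p = 0.24 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested and 0.038 over the marker genes alone). Every stem cell library was above every astrocyte library (exact permutation test, p = 0.029). Restricted to the 4000 highest genes of every library, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave an adjusted p of 0.021, and over the alternatives that keep all libraries it ranged from there to 0.33.
Grin2c (ENSMUSG00000020734.13), on chromosome 11 from 115249169 to 115267243 on the reverse strand, was at 448 ± 125 CPM (SD, n = 4) in astrocytes and 111 ± 23.2 CPM (SD, n = 4) in stem cells. A gene on the opposite strand covers 1.8% of its exonic bases. Its log2 fold change of astrocytes over stem cells was 2.00 (standard error 0.35, adjusted p = 0.092 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested and 0.0012 over the marker genes alone), with no overlap between the libraries (exact permutation test, p = 0.029). With DESeq2 on all genes, the Benjamini-Hochberg adjusted p was 0.00017, and 4 of the 8 alternatives that keep all libraries gave a value under the threshold (range 0.00017 to 0.086).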

Our findings confirmed both trends (q < 0.01 and q < 0.001, respectively). In addition, our data show that the expressions of Hopx and Grin2c are significantly higher in stem cells and astrocytes than in progenitors (q < 0.0001 for both). 

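In progenitors, Hopx was at 192 ± 62.3 CPM (SD, n = 4) and Grin2c at 73.9 ± 21.6 CPM (SD, n = 4). The log2 fold change of Hopx was -1.52 for progenitors over stem cells (standard error 0.23, adjusted p = 0.0037 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For astrocytes over progenitors it was 0.40 (standard error 0.40, adjusted p = 0.68 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its sign changed to -0.16 with the 4000 highest genes. With that filter Gfap, Sox9 and Grin2c fell as well in this comparison, to 0.59, 0.45 and 2.02. The shift was therefore not particular to Hopx. For Grin2c, the log2 fold change of astrocytes over progenitors was 2.57 (standard error 0.37, adjusted p = 0.0063 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and stayed between 2.37 and 2.74 with each library left out. Progenitors and stem cells differed by -0.60 in Grin2c (standard error 0.28, adjusted p = 0.25 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a difference not larger than the spread between libraries (exact permutation test, p = 0.114).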

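Fabp7 (ENSMUSG00000019874.11) encodes a fatty acid binding protein and lies on chromosome 10 of GRCm38 from 57784881 to 57788450 on the forward strand. It was at 287 ± 90.2 CPM (SD, n = 4) in progenitors, 292 ± 43.8 CPM (SD, n = 4) in stem cells and 146 ± 62.8 CPM (SD, n = 4) in astrocytes. The log2 fold change was -1.01 for astrocytes over progenitors (standard error 0.44, adjusted p = 0.25 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -1.01 for astrocytes over stem cells (standard error 0.43, adjusted p = 0.46 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In both comparisons every astrocyte library was below every library of the other cell type (exact permutation test, p = 0.029 for both). DESeq2 on genes with at least 10 counts in every library gave a Benjamini-Hochberg adjusted p of 0.049 for astrocytes against progenitors, the lowest of the alternatives that keep all libraries (range to 0.3), and for astrocytes against stem cells these ranged from 0.13 to 0.53. Progenitors and stem cells differed by -0.04 (standard error 0.24).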

Finally, the expression of fatty acid binding protein 7 (Fabp7) is known to be higher in progenitors and stem cells relative to astrocytes as confirmed in our experiment (q < 0.01 and q < 0.05, respectively).

**Table 1:** Application of CLEAR and DESeq2 to murine DG cell type comparisons

Gene	Astrocyte vs. progenitor	Progenitor vs. stem cell	Astrocyte vs. stem cell
Gfap	N.S.	**	N.S.
Hopx	N.S.	****	**
Fabp7	**	N.S.	*
Grin2c	****	N.S.	***
Sox9	F.C.	****	F.C.
Neurod1	F.C.	F.C.	F.C.
Dcx	F.C.	F.C.	F.C.
Id4	F.C.	***	F.C.
Pcna	F.C.	N.S.	F.C.
Mcm2	F.C.	F.C.	F.C.
Ascl1	F.C.	F.C.	F.C.
Eomes	F.C.	F.C.	F.C.
Nes	F.C.	F.C.	F.C.
Neurog2	F.C.	F.C.	F.C.

Genes known to be differentially expressed in murine astrocytes, stem cells and progenitors. lcRNA-seq data were preprocessed using CLEAR prior to between-group comparisons using DESeq2. Differential gene expression analysis evaluates the effectiveness of staining and FACS strategies in enriching these three cell types. The bisecting line indicates the border between transcripts which pass CLEAR in all samples and those that do not pass CLEAR in all samples. Each comparison was processed using DESeq2 and the significance of the comparison is given. *q: FDR*-*corrected p*-values; N.S. (Not Significant), F.C. (Failed CLEAR), * (q ≤ 0.05), ** (q ≤ 0.01), *** (q ≤ 0.001), **** (q ≤ *0.0001)*

For genes that do not pass CLEAR, the picture is more nuanced. We examine normalized count plots for a few of the known discriminating transcripts (Additional file 1: Figure S7). 

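Id4 (ENSMUSG00000021379.1), on chromosome 13 of GRCm38 from 48261228 to 48266026 on the forward strand, was at 53.4 ± 20 CPM (SD, n = 4) in astrocytes, 51.8 ± 10.3 CPM (SD, n = 4) in stem cells and 17.3 ± 6.99 CPM (SD, n = 4) in progenitors. Genes on the opposite strand overlap 6.6% of its exonic bases. Its log2 fold change was -1.60 for progenitors over stem cells (standard error 0.40, adjusted p = 0.033 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.60 for astrocytes over progenitors (standard error 0.71, adjusted p = 0.26 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 gave a Benjamini-Hochberg adjusted p of 0.029 for the second comparison, and the alternatives that keep all libraries ranged from there to 0.28. The call against stem cells held in 2 of the 8 fits that each left out a library. Astrocytes and stem cells differed by 0.03 (standard error 0.64). Sox2 (ENSMUSG00000074637.7), on chromosome 3 from 34650405 to 34652461 on the forward strand, was at 59.6 ± 29 CPM (SD, n = 4) in astrocytes, 43.1 ± 21.4 CPM (SD, n = 4) in stem cells and 25.3 ± 10.1 CPM (SD, n = 4) in progenitors. Its log2 fold changes were 1.21 for astrocytes over progenitors (standard error 0.68, adjusted p = 0.4), -0.79 for progenitors over stem cells (standard error 0.49, adjusted p = 0.42) and 0.46 for astrocytes over stem cells (standard error 0.71, adjusted p = 0.91), all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 4 astrocyte libraries were above the 4 progenitor libraries (exact permutation test, p = 0.029), whereas progenitors and stem cells overlapped (exact permutation test, p = 0.229).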

Inhibitor of DNA binding 4 (Id4) and SRY-Box 2 (Sox2) are known to have similar transcript levels in astrocytes and stem cells but higher than those in progenitors, which is what we found. 

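Dcx (ENSMUSG00000031285.14, chromosome X of GRCm38, 143855842 to 143933311) was at 228 ± 63.2 CPM (SD, n = 4) in progenitors. It had at most 3 counts in every astrocyte library, so that the mean of progenitors was at least 350-fold higher (adjusted p = 0.00021 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over stem cells, which had 2.48 ± 4.25 CPM (SD, n = 4), the log2 fold change was 6.42 (standard error 1.05, adjusted p = 0.0054 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Neurod1 (ENSMUSG00000034701.9, chromosome 2, 79452521 to 79456751) overlaps other genes over 13.0% of its exonic bases. It had 211 ± 95.1 CPM (SD, n = 4) in progenitors and at most 3 counts in every stem cell library, at least 378-fold lower (adjusted p = 5.6e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Astrocyte library a had 548 counts of Neurod1 and the other astrocyte libraries at most 6, and progenitors were not distinguishable from astrocytes in the test (log2 fold change -2.90 for astrocytes over progenitors, standard error 1.78, adjusted p = 0.45 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without library a, the log2 fold change was -9.01 (adjusted p = 0.0075 from the same edgeR test with Benjamini-Hochberg adjustment), so the lack of a call rests on that library.
Mcm2 (ENSMUSG00000002870.8, chromosome 6, 88883474 to 88898780) was at 59.8 ± 80.3 CPM (SD, n = 4) in progenitors, with 2210 counts in library b and 175 to 323 in the others. The log2 fold change was -6.83 for astrocytes over progenitors (standard error 1.75, adjusted p = 0.036 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.68 for progenitors over stem cells (standard error 1.54, adjusted p = 0.62 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The first of these calls held in 1 of the 8 fits that each left out a library. Pcna (ENSMUSG00000027342.14, chromosome 2, 132249162 to 132253314) was at 64 ± 63.4 CPM (SD, n = 4) in progenitors, 25 ± 18.2 CPM (SD, n = 4) in stem cells and 18.5 ± 20.5 CPM (SD, n = 4) in astrocytes, and progenitor libraries overlapped with those of stem cells and of astrocytes (exact permutation test, p = 0.229 and p = 0.171). Neurog2 (ENSMUSG00000027967.8, chromosome 3, 127633135 to 127635631) had 137, 101, 0 and 25 counts in progenitor libraries a to d, 0 in every stem cell library and at most 1 in astrocytes. It did not enter the edgeR test under the count filter. The mean of progenitors was at least 8.85-fold above stem cells and at least 7.6-fold above astrocytes, but progenitor library c overlapped with both (exact permutation test, p = 0.143 for both). DESeq2 on all genes gave Benjamini-Hochberg adjusted p-values of 0.0074 and 0.015, against 0.099 and 0.18 from edgeR's quasi-likelihood test without a count filter.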

Minichromosome maintenance complex component 2 (Mcm2), doublecortin (Dcx), eomesodermin (Eomes), proliferating cell nuclear antigen (Pcna), neuronal differentiation 1 (Neurod1), and neurogenin 2 (Neurog2) have higher expressions in the progenitors [52–57], which we also find. However, nestin (Nes) is expected to be expressed in both stem cells and progenitors, but is only observed in the latter. 

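Nes (ENSMUSG00000004891.16) encodes nestin and lies on chromosome 3 of GRCm38 from 87971078 to 87980451 on the forward strand. Progenitor libraries a to d had 291, 1, 62 and 163 counts of Nes, stem cell libraries 1 to 4 had 0, 4, 0 and 0, and the 4 astrocyte libraries had 0. The smallest level that 3 counts can show in the stem cell libraries was between 0.287 and 0.596 CPM, so that Nes was not detectable at this depth in 3 of them. Progenitors and stem cells overlapped, since progenitor library b had fewer counts than stem cell library 2 (exact permutation test, p = 0.057).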

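Because only 3 of the 12 libraries reached 10 counts of Nes, it did not enter the edgeR test. With DESeq2 on all genes with at least 1 count, the log2 fold change of progenitors over stem cells was 6.25 (adjusted p = 0.0035 with Benjamini-Hochberg adjustment in DESeq2). The same tool gave an adjusted p of 0.00049 for astrocytes against progenitors (DESeq2 with Benjamini-Hochberg adjustment), where the mean of progenitors was at least 15.3-fold higher. Progenitor library b, with 1 count of Nes, was itself within the floor of 3 counts. Without the count filter, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave adjusted p-values of 0.1 and 0.095 for these comparisons. In fits that left out a library, the filter asked for 10 counts in at least 3 libraries. Nes entered 5 such fits in each comparison. With progenitor library b left out, its adjusted p-values were 0.049 and 0.044. Nes was not called in the other fits, and its adjusted p reached 0.13 and 0.078 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).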

Without CLEAR, Nes would be called as significantly higher in progenitors (q ≤ 0.01). With CLEAR, Nes fails its criteria thereby avoiding a false finding. Taken together, our dataset recapitulates and reinforces relative gene expression patterns reported for neural stem cells, progenitors, and astrocytes and shows that staining, sorting, and lcRNA-seq with CLEAR can be used to distinguish these cell types.

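Across all genes tested, 1278 differed between astrocytes and progenitors, 363 higher and 915 lower in astrocytes (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). Between progenitors and stem cells 1327 genes differed, 763 higher and 564 lower in progenitors. Between astrocytes and stem cells 6 genes differed, all higher in astrocytes, while 1226 genes had an unadjusted p under 0.05. DESeq2 on all genes moved these counts most upward, to 2968, 3092 and 876 genes. Among the 15 marker genes, 4 of 13 tested passed the threshold between astrocytes and progenitors, 6 of 13 between progenitors and stem cells and none of 9 between astrocytes and stem cells. With adjustment over the list alone, these counts were 5, 6 and 2.
Among called genes with at least 10 counts in all 8 libraries and no overlap between cell types, the largest changes between astrocytes and progenitors were in Ddn (chromosome 15, 98803777 to 98809490; log2 fold change 5.32, standard error 0.98) and Camk2a (chromosome 18, 60925618 to 60988152; 4.92, standard error 0.60), which were higher in astrocytes, and in Dusp6 (chromosome 10, 99263231 to 99267489; -4.69, standard error 0.70) and Tmem255b (chromosome 8, 13435189 to 13468473; -4.69, standard error 0.75). Their adjusted p-values were 0.016, 0.0028, 0.0073 and 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the astrocyte libraries, Ddn ranged from 42.2 to 2381 CPM and Camk2a from 459 to 4128 CPM. Camk2a is also a neuronal marker, so RNA from neurons remains a candidate source of its counts in astrocyte libraries. Between progenitors and stem cells, Fos (chromosome 12, 85473890 to 85477273) had a log2 fold change of 6.48 (standard error 0.80) and Tmem255b one of 4.82 (standard error 0.52), whereas Lrig1 (chromosome 6, 94604529 to 94700158) had -3.18 (standard error 0.79) and the long noncoding RNA gene Gm11681 (chromosome 11, 112792731 to 112799008) -2.92 (standard error 0.55). Their adjusted p-values were 0.0015, 0.0008, 0.034 and 0.0097 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call of Lrig1 held in 3 of the 8 fits that each left out a library. The calls of Lrig1 and Gm11681 each held in 6 of the 7 alternatives that keep all libraries and tested the gene. Gm42418 (chromosome 17, 39846958 to 39848788), a noncoding gene that overlaps an annotated ribosomal RNA gene, and Srrm2 (chromosome 17, 23790532 to 23824741) were higher in astrocytes than in stem cells by log2 fold changes of 3.30 (standard error 0.36, adjusted p = 0.0063) and 2.06 (standard error 0.24, adjusted p = 0.01; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).
Of the sort antigens, Slc1a3, which encodes GLAST, was at 7931 ± 1299 CPM (SD, n = 4) in stem cells, 4693 ± 1027 CPM (SD, n = 4) in astrocytes and 2758 ± 589 CPM (SD, n = 4) in the GLAST-negative progenitors. Progenitors were below stem cells by a log2 fold change of -1.54 (standard error 0.18, adjusted p = 0.0012 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every progenitor library was below every astrocyte library (exact permutation test, p = 0.029). Ptprc, which encodes CD45, had 0 counts in all 12 libraries, although other microglial genes were counted, such as P2ry12 with 66 to 337 counts in stem cells and C1qb with 674 in astrocyte library d. Pecam1, which encodes CD31, had at most 10 counts in 11 libraries and 74 in stem cell library 1. The paper reasons that the known markers of Table 1 test the sorting and the CLEAR selection, and from their relative levels it concludes that staining, sorting and lcRNA-seq with CLEAR can tell these cell types apart.

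**Figure D2:**
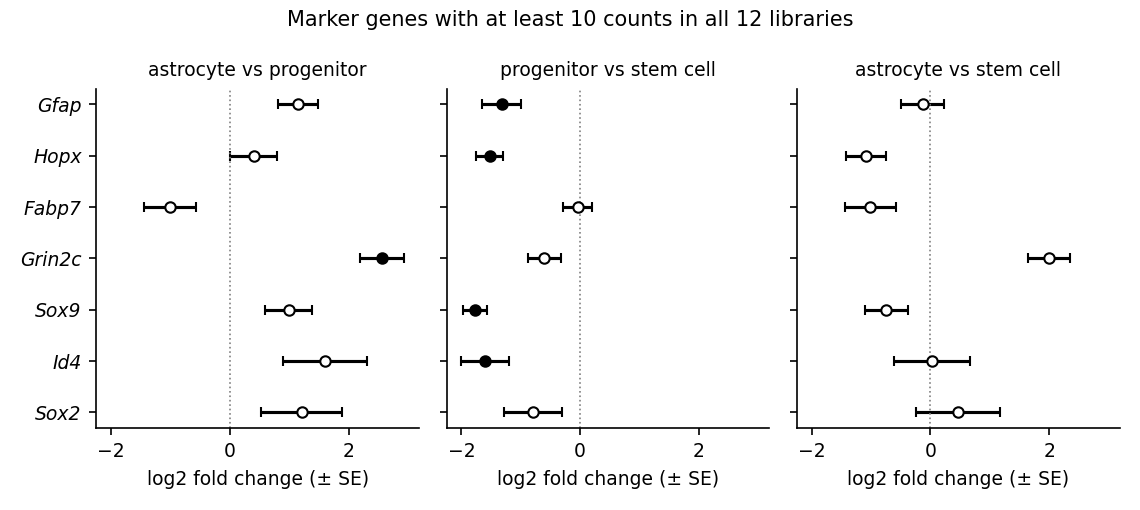
Log2 fold changes of the 7 markers with at least 10 counts in all 12 libraries, for each pair of cell types (first over second). Points are estimates from 4 libraries per cell type, bars are standard errors, and filled points have an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 1, 4 and 0 filled points in the 3 panels.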

## Discussion

Total RNA input amount for lcRNA-seq (e.g., 10–1000-pg from 1 to 100 cells) is closer to amounts found in scRNA-seq studies (1–10-pg) than to bulk RNA-seq studies (100–200-ng). Due to the minute RNA input amount in single-cell/limiting-cell transcriptomic studies, the library generation process, with the exception of single-molecule sequencing, is preceded by global cDNA preamplification. Researchers have observed artefacts such as a large proportion of the sequencing reads being dominated by a small number of transcripts [14], excessive transcripts with zero read counts [58], high variabilities between and within replicates of sample groups [30], distortion towards shorter transcripts [59], and higher variances at lower biological abundances [10, 11]. Together, these artefacts result in noisy sc/lcRNA-seq data that challenge assumptions fundamental to bulk RNA-seq analysis approaches and render them unsuitable for direct application to these data [16]. Existing strategies to overcome challenges associated with noisy data to uncover biological differences in single-cell studies include: (1) identifying low-quality, high-noise samples and removing them from downstream analyses [25]; (2) applying transcript normalization [16, 21, 27, 60]; (3) incorporating ERCC spike-in control [30, 61]; (4) utilizing median absolute deviation (more resistant to outliers) to characterize statistical dispersion [12]; (5) integrating UMIs to track transcripts by molecular counts [62]. Yet, due to the often low number of replicates and the goal of identifying DEGs between sample groups, the strategies for scRNA-seq data just described are not appropriate or adequate for lcRNA-seq data.

Increasingly, RNA-seq is used in clinical trials to study patient’s transcriptional response to novel drugs or drug combinations. Patient biospecimens are extremely precious, especially for well annotated samples. In this scenario and in cases where cell types of interest are rare, the combination of lcRNA-seq (data generation) and CLEAR (identification of robust transcripts from high noise data for between-group comparisons) enables global profiling without exhausting important samples while preserving RNA quality by bypassing total RNA extraction. Similar to single-cell analysis, lcRNA-seq has high signal dropouts and skewed read coverage profiles. CLEAR is designed to identify transcripts with acceptable systems noise for downstream analyses by evaluating one sample at a time (not by assigning a uniform cutoff across all samples). CLEAR then requires transcripts to be reliably quantifiable in all replicates within and across comparison groups. This criterion is made possible due to the RNA quality preservation effects of direct cDNA preamplification reagents and library generation using nanoliter-microfluidics devices as they increase even read coverage in lcRNA-seq transcripts. To our knowledge, preprocessing lcRNA-seq data using CLEAR followed by DEG analysis is unique and unlike approaches used by others in similar studies. For example, Shanker et al. [13] performed Pearson correlation comparisons between serial dilutions of input RNA vs. their 1 μg input control using log_2_ of median RPKM for all genes having ≥ 2 reads coverage. Bhargava et al. [14] performed DESeq without prior data preprocessing to compare the performance between three library preparation methods as well as within serial dilutions of mRNA derived from two mouse embryonic stem cell culture conditions. Liu et al. [63] utilized relative expression orderings to harmonize clinical transcriptome signatures between low-input and bulk RNA-seq libraries. In contrast, CLEAR comprehensively screens all transcripts in all replicates within an lcRNA-seq study for genes with even coverage for downstream analyses. The combination of characterizing each transcript by its read distribution mean μ_i_ followed by cutoff selection defined by expression across the full transcript distribution is deliberate. For any given transcript, even one with low systems noise, there are many reasons why its mean μ_i_ could deviate from zero: (1) transposase-based library generation methods [64] less effectively ‘tagment’ the 5′-end of transcripts (3′-ends are less affected likely due to the presence of poly(A) tails), affecting 5′-end read coverage; (2) transcript isoforms skew the read distribution along the length of the transcript, especially when prominent isoforms are not correctly annotated [17]; (3) presence of truncated, polyadenylated RNA fragments/intermediates part way through the RNA decay pathway [65]; (4) presence of RNA fragments with alternative polyadenylation sites [17, 66, 67]. Thus, a non-zero μ_i_ alone does not signify a noisy transcript. Conversely, read coverage profiles of some of the noisy transcripts can become random and μ_i_ can approach zero by chance. Simply keeping transcripts with a mean μ_i_ close to zero would result in some valid transcripts being excluded and some noisy transcripts being included. By characterizing the entire distribution of μ_i_ over a defined range of expression levels, outliers due to the above-mentioned effects do not impact the classification of that particular expression bin. E.g., a well quantified transcript with an incorrectly annotated isoform would have a non-zero μ_i_ but would be found in a bin with a majority of genes with μ_i_ close to zero and thus classified as reliably quantifiable. In this manner, CLEAR adapts to the quality of each sample to assess systems noise, an approach more precise than using an arbitrary cutoff. It is, however, important to note that systematic biases along transcripts that affect *all* genes, such as the known 3′ bias of the original SMART-seq protocol [6] *do* negatively affect CLEAR; we thus recommend its use only on the SMART-seq2 and newer protocols.

In this report, we have selected two sets of public data [14, 25] and one set of in-house data to illustrate the utility of CLEAR. One of the goals for using public datasets was to ascertain that the mean read/fragment distribution phenomenon observed in the CLEAR development data is also present in sc- and lcRNA-seq libraries derived from Fluidigm C1 IFCs and manual SMART-seq, respectively. As expected, the violin plots from the public data (Additional file 1: Figure S6A, C) illustrate the distribution of μ_i_ transitions from an acceptable distribution centered around 0 to an unacceptably broad/bimodal distribution. Another goal was to evaluate the ability of CLEAR to identify noisy transcripts in a broad range of datasets. The application of CLEAR to Ilicic et al. scRNA-seq data [25] revealed association between cell integrity and the resultant data quality. Additional file 1: Figure S6B displays violin plots of the dispersion of CLEAR transcripts which recapitulated the authors’ microscopy assessments of intact ‘single cells’ and ‘no cell’. When applied to Bhargava et al. data [14, 25], CLEAR identified increasing amounts of ‘passed’ transcripts with increasing mRNA input mass (Additional file 1: Figure S6D) which we also observe in the CD5+/CD5− data. Together, these assessments confirm that CLEAR can independently reveal sample/transcript quality and identify noisy data associated with empty wells (Ilicic et al. data [14, 25]) and increases in data quality with increasing levels of RNA input (Bhargava et al. data [14, 25]). As yet another example of CLEAR’s performance, we incorporated a proof-of-principle experiment with cells isolated from the neurogenic niche in murine hippocampus. Traditionally, this study has been hampered by the limited numbers of stem cells and progenitors present in murine DG. By coupling preamplification-based lcRNA-seq with CLEAR, DEGs between these cell types can be achieved with only one mouse brain per biological replicate.

When comparing different biological groups it is possible that a gene is highly expressed in one but not in the other. An example of this is depicted in the Eomes gene in Additional file 1: Figure S7. It passes CLEAR in the progenitors but fails in the other cell types. While true DEG analysis is not possible for such genes, one can still use the CLEAR cutoff expression level (the count of the lowest transcript passing CLEAR for a particular sample) to report a bound on the fold change of such a gene consistent with the CLEAR analysis. 

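Eomes (ENSMUSG00000032446.14), on chromosome 9 of GRCm38 from 118478212 to 118486132, had 346, 376, 140 and 89 counts in progenitor libraries a to d and 0 in the 4 astrocyte libraries. Stem cell libraries 1 to 4 had 0, 40, 1 and 0 counts. A gene on the opposite strand overlaps 2.8% of its exonic bases. With the floor of 3 counts in place of 0, the mean of progenitors was at least 28.7-fold higher than astrocytes, a log2 fold change of at least 4.84 (adjusted p = 0.016 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 without a floor gave a log2 fold change of -8.98 for astrocytes over progenitors. For progenitors over stem cells, the edgeR estimate was 3.79 (standard error 1.57, adjusted p = 0.2 from the quasi-likelihood test with Benjamini-Hochberg adjustment), although the libraries did not overlap (exact permutation test, p = 0.029). Without stem cell library 2 it was 8.38 (adjusted p = 0.0065 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).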

For example, DESeq2 reports a log_2_ fold change of 8.97 when comparing the expression of Eomes of progenitors to astrocytes. However, the ‘bound’ procedure suggests a more modest difference of 1.48, when substituting the threshold for the featureCounts-reported expression value. The latter analysis is likely more reliable than the higher fold change reported by DESeq2 alone due to the presence of signal dropouts when all transcripts are used. For large enough numbers of replicates, it also may be reasonable to identify a gene as a DEG (albeit without quantifying its fold change) if it passes CLEAR in all samples of one group and fails CLEAR in all samples of the other group as such behavior is exceedingly unlikely to occur by chance in the case of many replicates.

Although CLEAR can be applied to scRNA-seq data just as effectively as lcRNA-seq data (Additional file 1: Figure S6A, B, results from analyzing Ilicic et al. [25] scRNA-seq data using CLEAR), the low complexity and highly variable nature of scRNA-seq data would typically result in insufficient CLEAR transcripts for meaningful DEG analysis, especially when requiring transcripts to pass the CLEAR criterion in all (usually of a very large number) cells. The incorporation of imputation would relax the CLEAR criterion thereby rendering it useful in scRNA-seq data.

## Conclusion

In conclusion, utilizing a direct cDNA amplification approach, the lcRNA-seq strategy allows researchers to perform global transcriptome profiling and identify DEGs using a few cells. We develop the CLEAR algorithm around two prevalent phenomena in ultralow input RNA-seq data: (1) systems noise due to global preamplification of low RNA amount is more prevalent in medium- to lowly expressed transcripts; (2) the read coverage profile of noisy transcripts contain discernible coverage gaps instead of even coverage along the transcript length. By gauging the average read coverage profile mean μ_i_ in transcripts binned by gene expression levels, CLEAR is able to systematically identify transcripts with sufficient integrity in all replicates across comparison groups for downstream analyses. Lastly, we note that by displaying μ_i_ as violin plots, CLEAR is useful as a visual QC tool to eliminate or set aside data from scRNA-seq samples that fail at the cell enrichment stage or during library generation. In all, we highlighted the functionalities CLEAR brings to sc/lcRNA-seq data preprocessing and data quality visualization and hope to spark additional computational and statistical development in this area.

## Supplementary information

**Additional file 1: Figure S1.** FACS parameter diagrams for the enrichment of CD5+ and CD5− cells from a CLL patient PBMC sample. FACS flow diagrams depicting the steps involved in the enrichment of CD5+ cells and CD5− cells from live CD45+ , CD3−, CD33−, CD19+ cells, followed by separation into either CD5+ or CD5− collection tubes (Fig. 1). FACS: Fluorescence Activated Cell Sorting. **Figure S2.** Survey of quality control (QC) metrics of RNA-Seq data. All sequencing was subject to quality control as described in “Methods”. Key metrics are summarized here. Notably, in many metrics such as Intergenic Rate, Alignment Rate, and Duplication Rate, the 10-pg groups indicate lower quality libraries than 100-pg and 1000-pg. “Top30” corresponds to the proportion of reads that belong to the 30 highest genes by expression. Boxplots: orange line, mean metric value; whiskers: displaying 1.5× the inter-quartile range (IQR) beyond the first and the third quartiles; circles: outliers. **Figure S3.** Between-sample correlations of detected RNA-Seq read counts. Scatter plots are drawn comparing each sample to each other sample for each input mass. 10-pg samples show much more scattered counts, whereas 100-pg and 1000-pg samples show progressively higher correlation. **Figure S4.** Comparison of overlapping transcripts. The analysis from Fig. 3a was repeated, although CD5− and CD5+ samples were considered separately. Notably, the trend between CD5+ and CD5− mirrors that of the pooled data in Fig. 3a. **Figure S5.** CLEAR Filtering results in fewer noisy transcripts at the 10-pg sample level. Analysis from Figure S3 was repeated using CLEAR-filtered gene counts. Notably, 10-pg samples are observed to be sparser, while the remaining data points are of much higher correlation. **Figure S6.** Application of CLEAR to public datasets. **A**, **B** data from Ilicic et al. [25] was processed using the CLEAR pipeline; **C**, **D** data from Bhargava et al. [14] was processed using the CLEAR pipeline; **A)** An example CLEAR trace from released data shows a representative separation; **B)** CLEAR transcript identity allows the separation of cells the authors classified as “Empty” from those classified as “Good.” **C)** An additional example trace; **D)** CLEAR transcript counts are indicative of the input mRNA mass used to generate a sequencing library. **Figure S7.** Neuronal cell type markers which did not pass the CLEAR criterion. Similar to Fig. 4d, for each remaining gene, expression was plotted using the raw counts. Individual cell types which passed CLEAR filtering are indicated with an asterisk (*) below the respective box plot. Boxplots: orange line, mean CLEAR transcripts for four biological replicates per neural cell type; whiskers: displaying 1.5X the interquartile range (IQR) beyond the first and the third quartiles; circles: outliers.

## Data Availability

All original sequencing files have been deposited to Gene Expression Omnibus (GEO) under accession numbers GSE115032 (human CD5+ and CD5− data) and GSE115033 (mouse neural data).

## Abbreviations

CD19: Cluster of differentiation 19
CD5: Cluster of differentiation 5
CLEAR: Coverage-based limiting-cell experiment analysis for RNA-seq
CLL: Chronic lymphocytic leukemia
DEG: Differentially expressed gene
DG: Dentate Gyrus
Dcx: Doublecortin
ERCC: External RNA Controls Consortium
Eomes: Eomesodermin
FACS: Fluorescence activated cell sorting
FDR: False discovery rate
Fabp7: Fatty acid binding protein 7
GTF: Gene transfer format
Gfap: Glial fibrillary acidic protein
Grin2c: Glutamate ionotropic receptor NMDA type subunit 2C
Hopx: HOP homeobox
Id4: Inhibitor of DNA binding 4
Mcm2: Minichromosome maintenance complex component 2
Nes: Nestin
Neurod1: Neuronal differentiation 1
Neurog2: Neurogenin 2
PC1: Principal component 1
PC2: Principal component 2
PCA: Principal component analysis
PDD: Papain/dispase/DNase
Pcna: Proliferating clear antigen
RNA: Ribonucleic acid
SMART-seq: Switching Mechanism At the 5′-end of the RNA Transcript sequencing
Sox2: SRY-Box 2
Sox9: SRY-Box 9
lcRNA-seq: Limiting-cell RNA-seq
mRNA: Messenger RNA
scRNA-seq: Single-cell RNA-seq

How the deposited data were processed for this re-analysis (not part of the article)

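The mouse dentate gyrus experiment was used, with 4 libraries each of astrocytes, progenitors and stem cells, each made from 50 sorted cells. The human and public data sets of the paper were not analysed here. The authors deposited raw counts per gene, made by trimming adapters with AdapterRemoval, removing reads that aligned to ribosomal RNA, mitochondrial DNA or PhiX, aligning the remaining reads to GRCm38p4 with HISAT2 and counting them on GENCODE M14 genes with featureCounts in unstranded mode. The counts are whole numbers without normalization. All 12 columns were used. The stem cell columns were matched to their sample titles, whereas the astrocyte and progenitor columns name only the cell type, so these libraries have letters and could not be paired with other cell types. Of the 50600 gene identifiers, 50376 were matched to a symbol in GENCODE M21 on GRCm38, which also gave the coordinates and the exonic overlaps with other genes.

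Total counts per library were between 5031166 and 12535028. Without molecular identifiers, counting error is only part of the error, and the spread between libraries was used throughout. A group with at most 3 counts in each library was treated as being at the floor. Folds against it are lower bounds for the mean of the other group, computed with 3 counts in each library. Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, quasi-likelihood test without robust estimation, genes with at least 10 counts in at least 4 of the 8 libraries of a comparison, Benjamini-Hochberg threshold of 0.05). In fits that left out a library, the filter asked for at least 10 counts in at least 3 libraries. The paper used DESeq2 after CLEAR, and DESeq2 1.42.0 was run as an alternative. CPM values are divided by TMM-scaled library sizes over all 12 libraries. PCA used rlog values from DESeq2, centred and not scaled. Cell type scores are means of log2(CPM + 1) over lists of marker genes, compared with two-sided exact permutation tests and with 10000 random lists matched on mean expression. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for these steps.

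The edgeR and DESeq2 steps were tested on simulated data. Counts were drawn for the genes tested from the libraries' means and sizes, with 200 genes changed. With a low spread, edgeR recovered all the tested genes changed 4-fold (199, 200 and 200 in the 3 comparisons, with 12 to 15 false calls). With the spread of the real libraries, it recovered 0 of 193, 46 of 189 and 6 of 188 genes changed 4-fold in astrocytes against progenitors, progenitors against stem cells and astrocytes against stem cells, and 51 of 188, 119 of 188 and 66 of 182 genes changed 16-fold, with at most 7 false calls. DESeq2 recovered 146, 164 and 126 of 200 genes changed 16-fold, with 121, 111 and 113 false calls. The silhouette was tested on simulated libraries without a difference, where it was between -0.134 and 0.072, and with 1000 genes changed 4-fold, where it was between 0.593 and 0.671. A single draw was made for each case, with the same spread for every gene and cell type. It was scored on log2(CPM + 1) values, not on rlog values. These ranges therefore do not cover the wider spread of the astrocyte libraries (common biological coefficient of variation 0.815).

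The genes named in the text were set by a rule: the genes the paper names for the mouse data, the genes of the sort antigens, and for each comparison the 2 genes with the largest log2 fold change in each direction among called genes with at least 10 counts in all 8 libraries and no overlap between the cell types. Genes of marker lists and the genes near Gm42418 are named as well where a score or a single locus is described, and the latter were chosen after their values were seen. Results for 1 gene are not reported here. The alternatives were DESeq2-type size factors in edgeR, DESeq2, no count filter, at least 10 counts in every library, the 4000 highest genes of every library, DESeq2 with at least 10 counts in every library, all 12 libraries in one fit, counts thinned to the smallest library of a comparison, and each library left out in turn. For the other measures they were other count thresholds, 100 genes in place of 30, log2(CPM + 1) values, PC1 alone, the 500 genes of highest variance and a pseudocount of 0.1. CLEAR itself was not run, because it needs the coverage of each base.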

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

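The tests of shared reads, of RNA from other cell types, of the share of counts in the highest genes and of the ribosomal RNA locus were chosen only after the results were seen, whereas those of rarefying, of the dissociation response, of the same mouse and of the other splits of the libraries were chosen before the data were examined, as were the processing alternatives.

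Of 104 groups of 4 libraries, 16 held a library far from the other 3, where chance gives 5.2. Many of these groups are of genes counted in few libraries. Neurod1 was at 119 CPM in astrocyte library a and at most 1.22 CPM in the other astrocyte libraries. Mcm2 was at 180 CPM in progenitor library b, against 29.5 CPM or less in the others, and at 1.83 CPM in astrocyte library b. In stem cells, Dcx was at 8.86 CPM in library 1, Eomes at 5.24 CPM in library 2, Nes at 0.524 CPM in library 2 and Pecam1 at 7.62 CPM in library 1. Pecam1 was also at 0.814 CPM in progenitor library b, Ddn at 228 CPM in stem cell library 2, Fos at 68.7 CPM in astrocyte library d and Gm11681 at 11.9 CPM in progenitor library c. No explanation was tested for these libraries.

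Astrocyte library a had 13691 genes after rarefying, below the 15406 to 15502 of the other astrocyte libraries. Astrocytes as a group also had fewer genes than stem cells after rarefying (difference -1374), so lower depth alone does not explain the group difference. The 30 highest genes did not take a larger share of counts in astrocytes than in stem cells (-1.36 percentage points). Their share was larger in astrocytes than in progenitors by 10.8 percentage points (exact permutation test, p = 0.029). These genes held 23.3% of the counts in astrocytes, so they did not take most of them. Whether their larger share lowered the number of genes detected relative to progenitors is left open. The paper raises the tolerance of dissociation as a possible reason for the order of the cell types. The score of 16 early response and stress genes was lower in astrocytes than in progenitors (difference -4.59 on the log2 scale), so a stronger response of these genes in astrocytes is not seen. Loss of RNA without such a response was not tested.

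The early response genes summed to 5292 CPM in progenitors, against 169 CPM in astrocytes and 192 CPM in stem cells. The score was higher in progenitors than in stem cells by 3.87 on the log2 scale, in 4 of 4 progenitor libraries against every stem cell library (exact permutation test, p = 0.029, also after Benjamini-Hochberg adjustment over 3 comparisons), and beyond all 10000 random lists of matched expression. Every astrocyte library was below every stem cell library as well (difference -0.73, exact permutation test, p = 0.029), but this difference was within the random lists. A response to dissociation and activity of these genes in the animal cannot be told apart from these libraries.

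Markers of oligodendrocyte precursor cells summed to 2229 CPM in progenitors, against 183 CPM in astrocytes and 101 CPM in stem cells. The score was higher in progenitors than in stem cells by 5.42, and the difference of astrocytes from progenitors was -5.01, in 4 of 4 progenitor libraries (exact permutation test, p = 0.029 for both). After Benjamini-Hochberg adjustment over 18 comparisons these p-values are 0.129, which is what groups without any overlap give here, so the adjusted value says little. The lower of its 2 percentiles among random lists was 100.00. Cspg4 had at least 3116 counts and Pdgfra at least 4786 in each progenitor library. Oligodendrocyte precursor cells, which the gates against O1 and O4 might not fully remove, are a candidate source, and expression of these genes in progenitors cannot be excluded from pools of 50 cells.

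Mural cell markers summed to 1479 CPM in progenitors, against 117 CPM in astrocytes and 81.7 CPM in stem cells, with 23513, 3578, 29434 and 15415 counts in progenitor libraries a to d. Cspg4 is in both this list and that of oligodendrocyte precursor cells and gave 3116 of the counts in library b, so the 2 scores are not separate evidence. The difference between progenitors and stem cells was 3.90 on the log2 scale, with overlap between the libraries (exact permutation test, p = 0.057), while it was at percentile 100.00 of the random lists. That between astrocytes and progenitors, -3.73, was at percentile 0.01 (exact permutation test, p = 0.086). Library b was also the progenitor library nearly without Nes. Of 13843 genes, 400 shared the pattern of Nes, with at least 10 counts in progenitor libraries a, c and d and at most 3 in b, and they included 3 of the 6 mural markers (one-sided Fisher's exact test, p = 0.00045). Loss in a single library was common, since 286, 297 and 281 genes had the same pattern with library a, c or d as the low one. A candidate explanation is that part of the Nes counts came from mural cells such as pericytes, which may carry the Nestin-GFP reporter. The pattern was noticed and tested on the same libraries, and it rests on library b alone.

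Neuronal markers summed to 2487 CPM in astrocytes, against 381 CPM in progenitors and 382 CPM in stem cells, and ranged from 656 to 5474 CPM over the astrocyte libraries. The score was above that of stem cells by 1.89 in 4 of 4 libraries (exact permutation test, p = 0.029, 0.129 after Benjamini-Hochberg adjustment over 18 comparisons). Progenitors were above stem cells too, by 1.10 (exact permutation test, p = 0.029, 0.129 after the same adjustment), at percentile 97.23 of the random lists, although their sums were nearly equal. The score of astrocytes was above that of progenitors by 0.79, with overlap (exact permutation test, p = 0.400), although the lower percentile among random lists was 99.69. RNA from neurons is therefore a candidate source that these values leave open. Camk2a is itself 1 of the 8 markers and gave 1894 of the 2487 CPM, so its range over the astrocyte libraries (459 to 4128 CPM) is no separate evidence. Ddn, which is not in the list, ranged from 42.2 to 2381 CPM. The neuron score of progenitor library c, 4.00, lay below the 4.49 to 4.54 of the other progenitor libraries.

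Markers of mature oligodendrocytes summed to 1269 CPM in astrocytes, from 213 to 2956 CPM, against 114 CPM in progenitors and 271 CPM in stem cells. The differences of 1.40 from progenitors and 0.90 from stem cells were at percentiles 99.94 and 99.17 of the random lists, but the libraries overlapped (exact permutation test, p = 0.057 and p = 0.257). Microglial markers summed to 89.9 CPM in astrocytes, from 11.7 to 248 CPM with the highest value in library d, against 12.7 CPM in progenitors and 46.8 CPM in stem cells. The difference of astrocytes from progenitors, 0.79, was at percentile 99.96, with overlap (exact permutation test, p = 0.114). The source of these counts was not tested further.

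The endothelial score was 2.88 in stem cell library 2, against 0.52 or less in the other stem cell libraries, and 0.0807 in astrocyte library c, against 0.46 or more in the other astrocyte libraries. Endothelial counts were low in most libraries, with 744 in stem cell library 2 and at most 136 in each other library, and the source was not tested.

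Xist, which is transcribed from the inactive X chromosome of females, averaged 132 CPM and was counted in all 12 libraries (57.8 to 336 CPM). The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty summed to 237 CPM on average, from 125 to 374 CPM. All 12 libraries thus had counts of both sexes over the floor, so sex does not tell whether libraries with the same number could come from the same mouse. Reads shared with X-linked paralogs are an unlikely source, since the counts of the Y-linked genes were at least 35.6% of those of their paralogs. Reads from other libraries of the run are also unlikely, since Eomes, Dcx and Neurog2 appeared in astrocytes at 0.142% of their level in progenitors, whereas the lower of the sex signals was at least 17.2% of its highest level. Pooling of cells from male and female mice remains a candidate explanation. The paper states that 1 mouse brain was enough for a biological replicate, and its text does not give the sex of the mice.

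Genes within 10 kb of Gm42418 took 1.17% ± 0.366 (SD, n = 4) of the counts in astrocytes, 0.25% ± 0.0719 (SD, n = 4) in progenitors and 0.291% ± 0.0619 (SD, n = 4) in stem cells. They include CT010467.1, which is annotated as ribosomal RNA and lies on chromosome 17 from 39846353 to 39848827. All 3 neighbours of Gm42418 were higher in every astrocyte library than in every stem cell library. A candidate explanation for the call of Gm42418 is ribosomal RNA left after the authors' removal step in libraries with less usable RNA. It does not bear on Srrm2, which lies elsewhere on the chromosome.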

How the results depend on the processing

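The tests with random sets of genes, of gene length and of library size were chosen only after the results were seen. No paired analysis was possible because the astrocyte and progenitor columns carry no replicate numbers, so the planned fit that pairs libraries by number was not run.

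With DESeq2, 2968, 3092 and 876 genes passed the threshold in astrocytes against progenitors, progenitors against stem cells and astrocytes against stem cells, where edgeR gave 1278, 1327 and 6. Without a count filter, 529 and 16 genes passed in the comparisons with astrocytes. Requiring 10 counts in every library gave 287 and 12 genes in those comparisons, and the first of these split into 191 higher and 96 lower in astrocytes, against 363 and 915. Of the 388 main calls still tested there, 213 were called. With the 4000 highest genes of every library, 254, 667 and 197 genes passed. DESeq2 with 10 counts in every library gave 329 genes between astrocytes and stem cells, 251 higher and 78 lower, where DESeq2 on all genes gave 360 higher and 516 lower. With all 12 libraries in one fit, 381 genes passed between progenitors and stem cells and 346 between astrocytes and stem cells (145 higher and 201 lower). Between progenitors and stem cells, the balance of 763 higher and 564 lower in progenitors turned to 470 and 597 with 10 counts in every library and to 773 and 942 with DESeq2 on those genes. The 6 genes called between astrocytes and stem cells were called under each alternative that kept all libraries. Leaving out each library gave from 719 to 1871, from 830 to 1383 and from 0 to 8 genes, and where 0 passed, 970 and 985 genes had an unadjusted p under 0.05. The cause was not tested. Another scaling in edgeR (1303, 1318 and 8 genes) and thinning (1155, 1298 and 6) left the counts within 1.5 times the main ones.

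The spread between the libraries limits what could be called. In simulated libraries with the real spread, edgeR recovered 0.0%, 24.3% and 3.2% of genes changed 4-fold. It recovered 27.1%, 63.3% and 36.3% of those changed 16-fold, so a gene not called here may still differ. Only 200 genes were changed there, where 1278 and 1327 real genes were called in the comparisons with progenitors. These rates therefore need not hold for the real data. DESeq2 recovered more but made 80 to 121 false calls, and its higher counts (2968, 3092 and 876) could include such calls. Of the 35 splits of the 8 libraries of each comparison, 1 gave as many genes as the real split, namely the real split itself, and the highest other count was 1, 0 and 0. After thinning to equal depth, 1155 and 1298 genes passed in the comparisons with progenitors, so library size does not account for most of those calls. Spearman's rho between log2 fold change and exonic length, across genes, was 0.068, 0.082 and 0.154. The genes called higher in astrocytes were nevertheless longer (median 7442 bases against 4050 of all tested for progenitors, and 8732 against 4160 for stem cells), so a length bias of those calls cannot be excluded.

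Of the marker log2 fold changes, those that reversed were at most 0.40 in size in the main setting. Hopx between astrocytes and progenitors fell to -0.16 with the 4000 highest genes. In that setting Gfap, Sox9, Grin2c and Slc1a3 fell as well, to 0.59, 0.45, 2.02 and 0.19, so the fall was not particular to Hopx. Fabp7 between progenitors and stem cells was 0.05 with 10 counts in every library, 0.24 with the 4000 highest genes, 0.04 with DESeq2 and 10 counts in every library, and from -0.20 to 0.11 with libraries left out. Id4 between astrocytes and stem cells was -0.14 with 10 counts in every library, -0.11 with DESeq2 on those genes, -0.02 after thinning, and from -0.18 to 0.17 with libraries left out. With libraries left out, Gfap between astrocytes and stem cells went from -0.31 to 0.21 and Fos in that comparison from -3.02 to 0.55. Of the tests of the 15 marker genes, DESeq2 called 16, edgeR with 10 counts in every library 5 and with the 4000 highest genes 6, against 10 in the main setting. The main calls of Dcx, Neurod1, Mcm2 and Eomes were not tested under these filters, so the lower counts are not lost calls of those genes. The main calls of Gfap, Hopx, Sox9 and Grin2c were made under both filters. Of the 769 values of named genes under all alternatives, 692 kept their direction and side of the threshold, 34 became weaker, 24 stronger and 19 reversed. The cause was not tested.

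With each library left out, the silhouette of astrocytes and stem cells ranged from 0.249 to 0.524 on all genes. With 10 counts in every library it ranged from 0.322 to 0.580. Its one-sided exact permutation p was 0.057 with any stem cell library left out. On all genes, the cell types did not overlap on PC1 in any of these fits. With 10 counts in every library, they overlapped on PC1 without stem cell library 1, 2 or 3. With all libraries kept and on PC1 alone, the silhouette was 0.450 on all genes and 0.251 with 10 counts in every library. The filter therefore did not raise every measure of separation. With the genes matched in number, 15 of 100 random sets separated these cell types as well as the genes with at least 10 counts, so the gain at that filter may come from chance in the choice of genes, whereas at 100 counts none of 100 did. The dissociation score between astrocytes and stem cells was -0.91 with a pseudocount of 0.1 and from -0.85 to -0.59 with libraries left out. The neuron score in that comparison was 2.31 with a pseudocount of 0.1 and from 1.51 to 2.31 with libraries left out, and between progenitors and stem cells from 0.87 to 1.26. For astrocytes against progenitors, progenitors against stem cells and astrocytes against stem cells in turn, leaving libraries out gave microglia scores from 0.28 to 1.04, from -0.68 to -0.31 and from -0.20 to 0.56, endothelial scores from -0.18 to 0.16, from -0.76 to 0.15 and from -0.81 to 0.10, and mural scores from -4.86 to -3.06, from 3.22 to 5.03 and from -0.05 to 0.46. The oligodendrocyte score of astrocytes over progenitors went from 0.96 to 1.75. The cause was not tested. The differences in genes detected and in the share of the 30 highest genes kept their direction and side of the threshold under all alternatives.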

Differences from the paper's values

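No test in this part was chosen after its result was seen. In the main setting, none of the values compared differed from the paper's by the criteria set for a difference. They were the log2 fold change of Eomes, the PC1 and PC2 percentages on all genes, and median normalized counts of Gfap, Hopx, Fabp7 and Grin2c. The paper's q-values were not among them, and its calls are compared below. With the 500 genes of highest variance, PC2 took 24.0% of the variance for astrocytes and progenitors and 9.6% for progenitors and stem cells, where the paper's plots give 15% for both. For Eomes, the paper's log2 fold change of progenitors over astrocytes is 8.97, and the value here is a bound of at least 4.84, with 8.98 in DESeq2. A lower bound cannot differ from a larger value, so only the DESeq2 value is a comparison. The paper's own bound uses the CLEAR threshold, which was not computed here.

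Of the 15 calls of Table 1 that can be compared, 11 were the same and 4 were not made here. The paper lists Hopx as higher in stem cells than in astrocytes, where edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave a log2 fold change of -1.09 and an adjusted p of 0.24. Of the alternatives set before the data were examined, the one restricted to the 4000 highest genes called it (adjusted p 0.021). The paper lists Fabp7 as lower in astrocytes than in progenitors and stem cells, with values here of -1.01 (adjusted p 0.25) and -1.01 (adjusted p 0.46) from the same edgeR test with Benjamini-Hochberg adjustment. DESeq2 with at least 10 counts in every library called the first (Benjamini-Hochberg adjusted p 0.049), and none of the alternatives that keep all libraries called the second (0.13 to 0.53). The paper lists Grin2c as higher in astrocytes than in stem cells, with a value here of 2.00 (adjusted p 0.092). It was called by DESeq2 (0.00017), by edgeR on the 4000 highest genes (0.005), by DESeq2 with at least 10 counts in every library (0.0009) and by edgeR with all 12 libraries in one fit (0.011), each with Benjamini-Hochberg adjustment.

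The paper's text states that Gfap and Sox9 are higher in astrocytes than in progenitors, while Table 1 gives no significance for Gfap there and no test for Sox9. Their log2 fold changes were 1.15 and 0.99 with adjusted p-values of 0.065 and 0.18 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Gfap was called with DESeq2-type size factors (0.048) and in 2 of the 8 fits that each left out a library, and Sox9 under none of the alternatives that keep all libraries (0.064 to 0.36). It states that Hopx and Grin2c are higher in stem cells and astrocytes than in progenitors, while Table 1 gives no significance for Hopx between astrocytes and progenitors or for Grin2c between progenitors and stem cells. Here Hopx in astrocytes over progenitors was 0.40 (adjusted p 0.68) and Grin2c in progenitors over stem cells -0.60 (adjusted p 0.25), by the same edgeR test with Benjamini-Hochberg adjustment, and none of those alternatives called either. It places Id4 and Sox2 above progenitors in both other cell types. Id4 in astrocytes over progenitors was 1.60 (adjusted p 0.26, edgeR with Benjamini-Hochberg adjustment) and was called by DESeq2 (0.029) and by DESeq2 with 10 counts in every library (0.043). Sox2 was 1.21 over progenitors in astrocytes and -0.79 in progenitors over stem cells, in the stated direction but not called under any of those alternatives.

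Of the genes the paper gives as higher in progenitors, all had their highest mean there. The following were not called: Neurod1 against astrocytes (-2.90, but called with astrocyte library a left out), Pcna against both, Mcm2 against stem cells (1.68) and Eomes against stem cells (3.79, but called with stem cell library 2 left out), and none of the alternatives that keep all libraries called these. Neurog2 was too low to be tested in the main setting and was called by DESeq2 against both cell types (0.015 and 0.0074 with Benjamini-Hochberg adjustment). The paper describes separation of astrocytes and progenitors as retained with CLEAR, and here the silhouette was 0.576 with at least 10 counts in every library against 0.680 on all genes, with no overlap on PC1 in either. It counts 4 genes of Table 1 that pass CLEAR in all cell types, whereas 6 genes of the table and Sox2 had at least 10 counts in all 12 libraries, and 4 genes were among the 4000 highest of every library. Gfap, Hopx and Grin2c were in both sets of 4. For Nes, the paper reports a call without CLEAR, which DESeq2 also made here (Benjamini-Hochberg adjusted p 0.0035) and edgeR without a filter did not (0.1). Between progenitors and stem cells, Nes was tested in 5 edgeR fits that left out a library (Benjamini-Hochberg adjusted p from 0.049 to 0.13). Only the fit without progenitor library b called it.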

Other observations

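No further test was run for this part, so none was chosen after its result was seen. Slc1a3, which encodes the sort antigen GLAST, was counted in all 4 GLAST-negative progenitor libraries at 2177 to 3360 CPM. Against astrocytes, the log2 fold change of astrocytes over progenitors was 0.74 (standard error 0.21, adjusted p = 0.054 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 3 of the 8 alternatives that keep all libraries called it (range 0.024 to 0.61). The paper does not report this gene's counts.

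Genes whose 2 groups of 4 libraries did not overlap made up 20.9% of the genes tested between astrocytes and progenitors (3101 genes), 19.4% between progenitors and stem cells (2986 genes) and 10.0% between astrocytes and stem cells (1277 genes), where chance gives 2.9% by the number of splits.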
